# Molecular Dissection Unveiling Dwarfing Effects of Plant Growth Retardants on Pomegranate

**DOI:** 10.3389/fpls.2022.866193

**Published:** 2022-03-10

**Authors:** Jingjing Qian, Ning Wang, Wenxu Ren, Rufan Zhang, Xiyao Hong, Lingyue Chen, Kaijing Zhang, Yingjie Shu, Nengbing Hu, Yuchen Yang

**Keywords:** dwarfing, plant growth retardant, pomegranates, adverse impact, auxin biosynthesis

## Abstract

Dwarfed stature is a desired trait for modern orchard production systems. One effective strategy for dwarfing cultivation is exogenously applying plant growth retardants (PGRs) to plants. However, for many economic fruit trees, the current knowledge on the regulatory mechanisms underlying the dwarfing effect of PGRs is limited, which largely restricts the agricultural application of PGRs. In this study, we exogenously applied three kinds of PGRs [paclobutrazol, daminozide (B9), and mannitol] to the seedlings of pomegranate (*Punica granatum* L.) and performed comparative transcriptome analysis to elucidate the molecular features of PGR-induced dwarfing in pomegranates. Our results showed that all the three PGRs could significantly suppress plant growth of pomegranate. The inhibition of auxin biosynthetic processes, as well as auxin-mediated shoot development, may be considered as the main reason for the dwarfing. Besides that, different PGRs were also found to induce dwarfing *via* specific mechanisms, for example, cellular response to strigolactone was particularly suppressed by the application of paclobutrazol, while the level of carbohydrate homeostasis and metabolism were downregulated in conditions of either B9 or mannitol treatments. Furthermore, exogenous PGR application was supposed to cause adverse impacts on the normal physiological process of pomegranate seedlings, which may bring extra burden to pomegranate plants. These novel findings unveiled the genetic basis underlying the dwarfing in pomegranates, which provides deeper insights into PGR-mediated dwarfing cultivation of pomegranates.

## Introduction

For modern orchards, dwarfed stature is a favorable agronomic trait of economic fruit trees, which reduces the nutrients that plants spend on shoots and leaves and promotes flower blooming and fruit growing. In practical applications, dwarfing cultivation shows great advantages in improving the efficiency of land and light usages, increasing fruit yield and reducing the labor cost during the picking and spraying process, and has achieved some success (Knäbel et al., 2015; Foster et al., 2017; Wang et al., 2018; Cui et al., 2021; Zhou and Underhill, 2021). At present, there are several widely used strategies for plant dwarfing, such as breeding dwarf varieties (Patzak et al., 2012; Ma et al., 2014; Wang et al., 2018), grafting using certain rootstocks or interstocks (Sugar and Mielke, 2002; Foster et al., 2015, 2017), and applying exogenous plant growth regulators (Koukourikou-Petridou, 1996; Zhang et al., 2018, 2020; Shi et al., 2021). Unlike model species, it is more difficult to develop ideal dwarfing varieties or suitable rootstocks/interstocks for the fruits that are less investigated. Comparatively, exogenous application of growth regulators overcomes the shortcomings of lacking background knowledge and mature breeding system and shows apparent benefits in reducing the length and endeavors of cultivations.

Many plant growth regulators involved in cell division and elongation have shown their successes in dwarfing, such as brassinosteroid (BR), cytokinin, paclobutrazol, and daminozide (B9) (Koukourikou-Petridou, 1996; Zhang et al., 2018, 2020; Dong et al., 2019; Shi et al., 2021). Of them, paclobutrazol and B9 are also known as “plant growth retardants” (PGRs), and they repress plant growth and development *via* inhibiting the biosynthesis of gibberellins (GAs) and auxin [indole-3-acetic acid (IAA); hereafter we use auxin and IAA interchangeably] (Shi et al., 2021). In addition, exogenous application of mannitol, especially into the medium of *in vitro* tissue culture, has also been reported to restrict plant growth by provoking drought stimulus to plants (Bhat and Chandel, 1993). However, for non-model fruit species, the genetic mechanisms underlying PGR-induced dwarfing are still largely unknown, which restricts their agricultural applications. Furthermore, a better understanding of the genes and pathways related to PGR-induced dwarfing could provide clues for molecular-assisted screening and breeding of dwarfing varieties in the future.

Pomegranates (*Punica granatum* L.) is one kind of fruit crop widely cultivated throughout the Old World and the trees, in general, grow 5–7 m high. As a healthy fruit with high nutritional and medical values, the pomegranate industry has sprung up in the global consumer market in recent years (Bourekoua et al., 2018; Shahamirian et al., 2019; Asrey et al., 2020; Turrini et al., 2020). Like other fruit trees, dwarfing the tree size of pomegranates is supposed to reduce management costs and increase profits. However, due to the lack of studies on pomegranates, our knowledge of the molecular mechanisms underlying dwarfing in pomegranates is still limited.

In the current study, we first examined the dwarfing effects of exogenous PGRs, paclobutrazol, B9, and mannitol, on pomegranate seedlings during *in vitro* tissue culture. We then performed comparative transcriptome analysis to explore the genetic basis underlying the dwarfing effects of each PGR, which may provide new insights into dwarfing cultivation of pomegranates.

## Materials and Methods

### Plant Materials and Plant Growth Retardant Treatment

All the plant materials used in this study were collected from the “Hongmanao” pomegranates planting base of Anhui Science and Technology University. Tips of 2–3 cm were retrieved from the tender stems of the pomegranates well grown and free of diseases and insect pests, and cultivated in water for 2–3 days. Then, the growth point of each stem tip was collected and rinsed with clean water in a beaker for 15 min, 75% alcohol for 30 s, and sterile water 2–3 times, to remove surface dust and other impurities. Rinsed materials were then disinfected with 0.1% HgCl_2_ for 8 min and rinsed with sterile water 3–5 times. The growth point of the leaf primordium (approximately 0.3–0.5 mm) was collected from the disinfected materials and inoculated to a prepared culture medium. The explants were grown in the WPM medium (containing 0.8 mg/L IBA 3%, sucrose, and 0.55% agar under a pH of 6.5) at the culture chamber under controlled culture conditions: a 12/12 h light/dark photoperiod of 3,000 LX illumination, 25 ± 1°C temperature and 50% relative humidity.

After three cycles of subculture (35–40 days for each cycle), 0.8 mg/L IBA was added to the WPM culture media to induce the proliferation of stem tips. Then, the seedlings of the same growth condition were selected and assigned into four experimental groups, where the first three groups were treated with paclobutrazol, B9, and mannitol, respectively, and the remaining one group was treated with the same amount of distilled water as the control (CK). As shown in Supplementary Table 1, five concentration gradients were set for each drug, and each treatment/concentration included five plants as biological replicate. After 30, 60, and 90 days of treatment, we measured the height of the above-ground parts of each plant in each treatment. According to their growth conditions, plants treated at two desired concentrations were selected for each PGR (6 and 8 mg/L for paclobutrazol, 6 and 8 mg/L for B9, and 2.5 and 15 g/L for mannitol) for downstream experiments. Leaves were collected from each selected plant with the treatment of 90 days and activities of antioxidant enzymes, including superoxidase dismutase (SOD) and peroxidase (POD), and the reduced glutathione/oxidized glutathione (GSH/GSSG) ratio were measured following the methods described in Qian et al. (2020) to assess the physiological status of plants under treatment. Meanwhile, fresh leaves were also collected from two plants (biological replicates) of each treatment of 90 days (CK and PGRs), frozen in liquid nitrogen and stored at −80°C for RNA sequencing (RNA-seq).

### RNA Sequencing and Differential Expression Analysis

Total RNA extraction, RNA-seq, and data preprocessing were carried out as described in Qian et al. (2020). High-quality reads were aligned to the *P. granatum* reference genome (Luo et al., 2020) using hisat2 program (Kim et al., 2019). The reads mapped to more than one genome location were filtered out and only those uniquely mapped were retained for downstream analyses. For each gene, the expression level was assessed by the abundance of mapped reads using the featureCounts program from the Subread package (Liao et al., 2014). DESeq2 (Love et al., 2014) was employed for differential expression analysis between each of the PGR treatments (paclobutrazol, B9, and mannitol of different concentrations) and CK. Genes whose |log_2_ fold-change _*treatment/CK*_| > 1 and adjusted *p* < 0.05 were considered as significantly differentially expressed (denoted as “DEGs”). Hereafter, DEGs are denoted as “upregulated” or “downregulated” if their expression after treatment was higher or lower than CK. Raw read counts of genes were normalized by the fragments per kilobase of exon per million fragments mapped (FPKM), to correct between-sample differences in sequencing depth.

### Functional Enrichment and Trend Analysis

Genome-wide functional annotations, including Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) annotations, were adopted from our previous study (Qian et al., 2020). For each of the comparisons between PGR-treated plants and CK, GO and KEGG enrichment analyses were implemented for up- and downregulated DEGs, respectively. The significance levels were assessed by Fisher’s exact test, where GO terms and KEGG pathways were considered as significantly overrepresented if their *p* < 0.05.

To access the dose-effect of each PGR (paclobutrazol, B9, and mannitol), trend analysis was carried out across different treatment concentrations using Mfuzz package (Futschik and Carlisle, 2005; Kumar and Futschik, 2007). Briefly, for each treatment, highly variable genes were grouped in six clusters *via* mfuzz function, according to the transcriptional similarities across different treatments. Then, the significantly enriched clusters were identified by Fisher’s exact test as described in Qian et al. (2020).

## Results

### Plant Height and Antioxidative Enzyme Activities Under the Treatment of Plant Growth Retardants

Compared to untreated conditions (CK), all the PGRs were found to significantly suppress the growth of pomegranate seedlings (Figures 1A,B and Supplementary Figure 1). After 30 days of treatments, plants treated with paclobutrazol showed the most reduction in height (reduced by 74.0–79.4% compared to CK; 1.2–1.6 cm in average for five concentrations vs 6.0 cm for CK; *p* < 0.01 for all the five concentrations), followed by mannitol and B9 (Supplementary Figure 1A). When extended to 60 days, the height of the paclobutrazol-treated plants was only 13.2–18.0% of that of CK (*p* < 0.01), and the plant height under the treatment of mannitol was slightly higher than that under B9 treatment (Supplementary Figure 1B). After 90 days, the height ranged from 2.1 to 4.1 cm with the paclobutrazol treatment from 5 to 9 mg/L, which were 64.2–81.6% shorter than that of CK (11.3 cm in average) (*p* < 0.01; Figure 1A). Comparatively, the average height of B9- and mannitol-treated seedlings was 4.7–7.9 and 6.4–8.2 cm, respectively, which were also significantly shorter than CK (*p* < 0.01; Figure 1A).

**FIGURE 1:**
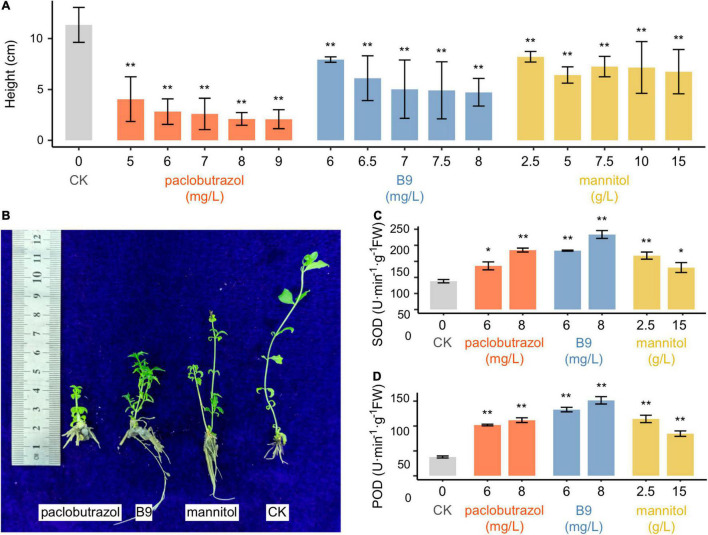
Plant height and antioxidative enzyme activities of pomegranate seedlings treated with paclobutrazol, B9, and mannitol for 90 days. **(A)** Height of seedlings of CK (untreated) or treated with three PGRs of different concentrations; **(B)** an image showing CK and treated seedlings; **(C)** SOD activity; **(D)** POD activity. Values are mean ± SD. *p < 0.05; **p < 0.01.

Under the treatments of both paclobutrazol and B9, the activities of SOD and POD, as well as the GSH/GSSG ratio, in seedlings were found to be substantially enhanced for each of the PGR treatments than CK (*p* < 0.05 or <0.01 for all comparisons between treated plants and CK; Figures 1C,D and Supplementary Figure 2). For both paclobutrazol and B9, the enzymes were more activated as the increasing of treatment concentrations that SOD and POD activity increased by 169.9–301.0 and 54.1–164.8% over CK, respectively. In contrast, the activities were lower with the mannitol treatment of high concentration (15 g/L) than the low concentration (2.5 g/L). It might be due to the poor growth condition when treated with over-dose mannitol. These results suggested that, besides dwarfing, these exogenous PGR supplies may also lead to adverse impacts on plant normal physiological status.

### Transcriptomic Profiling in Conditions of Plant Growth Retardant Treatments

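RNA-seq was carried out on leaves of 14 pomegranate seedlings after 90 days of treatment, with 2 plants for each of the 7 conditions. These were CK, paclobutrazol at 6 and 8 mg/L, B9 at 6 and 8 mg/L, and mannitol at 2.5 and 15 g/L. The authors aligned the reads with hisat2, removed the reads mapped to more than 1 genome location and counted the remaining reads per gene with featureCounts. The deposited values are these raw counts for 27893 genes, without normalization. Reads that near-identical gene copies share are therefore missing from the counts of such copies. The total count per library ranged from 15790717 to 28385703, with a median of 23101734. Within groups, the totals were 25139447 and 23363720 in CK, 22495926 and 19939771 in 6 mg/L paclobutrazol, and 20320295 and 15790717 in 8 mg/L paclobutrazol. They were 21921218 and 21332868 in 6 mg/L B9, 28385703 and 25376628 in 8 mg/L B9, 23320753 and 22882715 in 2.5 g/L mannitol, and 24132106 and 23402059 in 15 g/L mannitol. The paper gives depth as raw and quality-filtered reads, whereas the values reported from here on rest on these totals of counted reads. After edgeR's filter on low counts (filterByExpr), 19478 genes were tested. All 14 libraries entered 1 fit of condition means with TMM normalization, so that the conditions shared the estimate of the spread between replicates, and levels are given as CPM, counts scaled by these normalized totals. A gene was called a DEG when its absolute log2 fold change was over 1 and its adjusted p in edgeR's quasi-likelihood test was under 0.05, which are the thresholds of the paper, where DESeq2 was used. The fit had 7 residual degrees of freedom, and the biological coefficient of variation was 32.2%. The standard error of a log2 fold change had a median of 0.34 over the tested genes. Genes are named by their symbols as listed, of which 27509 matched the RefSeq gene table of the assembly ASM765513v2. That table pairs no symbol with a product name, so gene families and GO terms are not analysed here.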

In a total, 23.87–30.76 million raw reads were obtained from RNA-seq, where 23.81–30.61 million reads passed the quality control. 

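Compared to CK, 780 genes passed both thresholds under 6 mg/L paclobutrazol and 1578 under 8 mg/L paclobutrazol. Under B9, 1311 genes passed at 6 mg/L and 308 at 8 mg/L. These DEGs made up 4.00%, 8.10%, 6.73% and 1.58% of the tested genes, respectively. In 10 simulated sets of libraries with no change in any gene, the same fit called at most 2 genes in any of the 6 comparisons with CK. The alternative that moved the count of 8 mg/L B9 most was DESeq2 on only the 4 libraries compared, which called 2809 DEGs, with 300 of the 308 genes among them. The libraries in the fit also mattered within edgeR. Without the 2 libraries of 6 mg/L paclobutrazol, an alternative chosen after seeing the data, it called 3746 genes at 8 mg/L paclobutrazol. For B9 it then called 2957 and 2438. On only the 4 libraries compared, edgeR called 0 and 3665 for paclobutrazol and 2717 and 2380 for B9.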

After alignment, 747 and 3,917 DEGs were detected under 6 and 8 mg/L treatments of paclobutrazol, respectively (Supplementary Figures 3A,B), and 3,132 and 2,793 genes were differentially expressed when treated with 6 and 8 mg/L B9 (Supplementary Figures 3C,D). 

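Under mannitol, 11 genes passed both thresholds at 2.5 g/L and 5 genes at 15 g/L. With the same threshold on the fold change and an unadjusted p under 0.05, the numbers were 1615 and 1056. Both counts of DEGs changed with the libraries in the fit. Without the 2 libraries of 6 mg/L paclobutrazol, an alternative chosen after seeing the data, 590 and 231 genes were called, with all 16 calls of the 2 doses kept. DESeq2 on the 4 libraries of each comparison called 1132 and 815 genes. EdgeR on the same 4 libraries called 1 and 271, with none of the 11 calls kept at 2.5 g/L and all 5 kept at 15 g/L.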

We further identified 1,132 and 815 DEGs under the treatments of 2.5 and 15 g/L mannitol (Supplementary Figures 3E,F). The results of qPCR validation showed a high correlation between the gene expression levels from RNA-seq and qPCR (Pearson correlation coefficient = 0.83; *p* = 6.29e-7; Figure 2), indicating a reliable inference of gene expression by our RNA-seq data.

**FIGURE 2:**
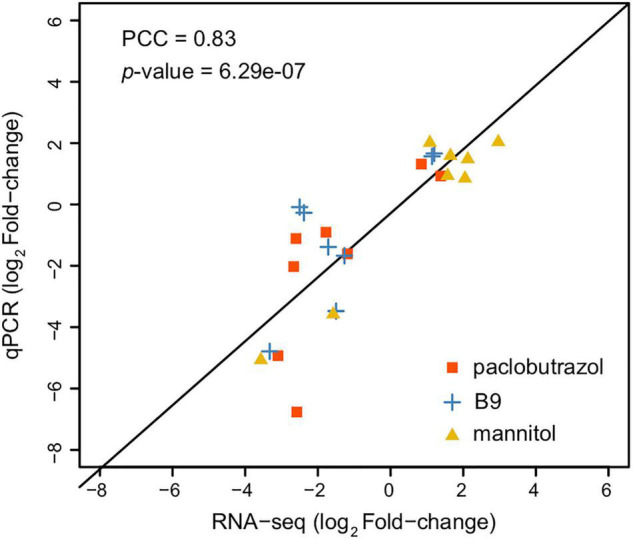
Correlation between the log-scaled expression level changes (treatment group vs CK) inferred from RNA-seq (*x*-axis) and of qPCR (*y*-axis). Data from different treatment groups (paclobutrazol, B9, and mannitol) are highlighted in different colors. Pearson correlation coefficient (PCC) and *p* are shown in the plot.

### Functional Enrichment and Trend Analysis Unveiling Transcriptional Responses to Plant Growth Retardant Treatments

For paclobutrazol, after the treatment of 6 mg/L, there were 394 up- and 353 downregulated DEGs, respectively (Supplementary Figure 3A). 

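Among the DEGs of 6 mg/L paclobutrazol, 469 were up- and 311 downregulated. Of the 2 upregulated DEGs with the smallest adjusted p, LOC116201476, a protein-coding gene, had 317 ± 130 CPM (SD, n = 2) against 14.5 ± 0.707 in CK. Its log2 fold change was 4.45 (standard error 0.38, adjusted p = 0.0025 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other, LOC116195293, rose by 1.45 on the log2 scale (standard error 0.14). Of the downregulated DEGs, LOC116195265 had 3.70 ± 0.0418 CPM against 30.8 ± 3.77 in CK, a log2 fold change of -3.06 (standard error 0.26). LOC116187053 had counts of 0 in both treated libraries and of 335 and 359 in CK, which makes it at least 79-fold lower at this depth. The 2 plants of 6 mg/L paclobutrazol differed from each other more than the replicates of the other 6 conditions. Across the tested genes, which are not independent replicates, the Pearson correlation of their log2 CPM was 0.904, compared with 0.958 to 0.973 for the other pairs. In this pair, 7011 genes were apart by over 1 on the log2 scale, compared with 1630 to 2297 in the others. On the first principal component, replicate 1 lay at -51.7, among the CK libraries at -69.3 and -66.3 and the mannitol libraries at -75.1 to -21.5, and replicate 2 at 86.2, beside replicate 2 of 8 mg/L paclobutrazol at 82.9. On the third component (12.6% of the variance), replicates 1 and 2 lay together at 80.6 and 57.5, beyond all other libraries, which ranged from -44.4 to 36.6. When edgeR was fitted on only the 4 libraries compared, none of these genes was called, while 1690 passed the fold threshold with an unadjusted p under 0.05.

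**Figure D1:**
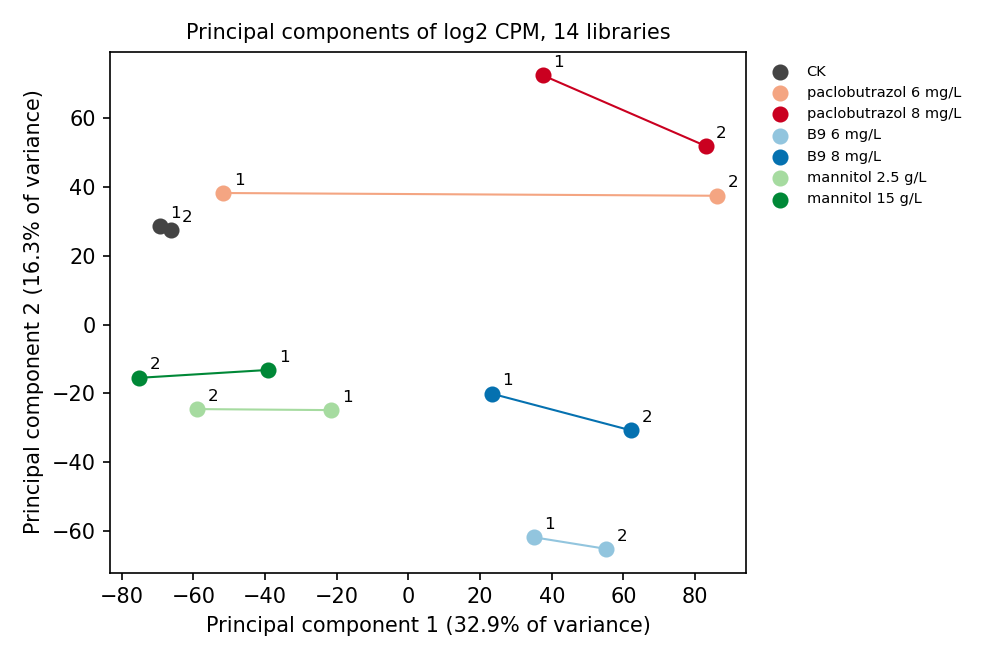
Principal components of log2 CPM over the tested genes, with 1 point per library, component 1 (32.9% of the variance) on the x axis and component 2 (16.3%) on the y axis. The 2 libraries of 6 mg/L paclobutrazol lie far apart on component 1 and at 38.3 and 37.5 on component 2.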

Comparatively, 1,844 and 2,073 genes were over- and underexpressed when treated with 8 mg/L (Supplementary Figure 3B). 

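Under 8 mg/L paclobutrazol, 759 DEGs were up- and 819 downregulated. LOC116188926 rose from 2.99 ± 0.314 to 31.7 ± 4.68 CPM (SD, n = 2), a log2 fold change of 3.40 (standard error 0.35). LOC116201128 rose from 106 ± 10.7 to 365 ± 44.7 CPM, and its log2 fold change was 1.78 (standard error 0.17, adjusted p = 0.0051 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the downregulated DEGs, LOC116192666 fell from 50.9 ± 18.3 to 2.01 ± 0.522 CPM, with a log2 fold change of -4.67 (standard error 0.47). LOC116204653 had a log2 fold change of -3.04 (standard error 0.25). The change from CK fell with gene length in both libraries, with Spearman's rho of -0.31 and -0.32 across genes, whereas it was 0.11 and -0.11 for each CK library against the other. When the trend with length was removed from every library, an alternative chosen after seeing the data, 984 of the DEGs were called again in the same direction.

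**Figure D2:**
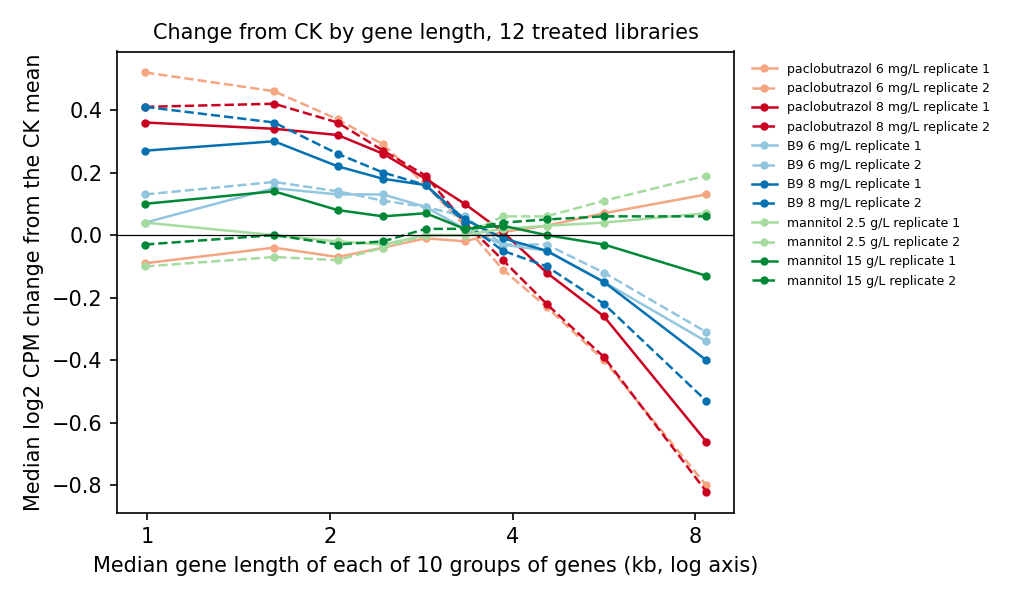
Median log2 change from the CK mean on the y axis for 10 groups of near-equal size of the tested genes ordered by length, against the median gene length in kb on a log x axis, with 1 line per treated library. In the group of the shortest genes, with a median length of 991 bases, the medians of 8 mg/L paclobutrazol are 0.36 and 0.41.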

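The calls of 6 and 8 mg/L paclobutrazol had 72 downregulated and 235 upregulated DEGs in common. Since both comparisons use the same 2 CK libraries, genes with high CK values by chance fall in both. In 10 simulated sets without any change, equally long lists of the most decreased genes shared 75 to 98 genes, more than the downregulated DEGs did. The lists of the most increased genes shared 163 to 184, fewer than the upregulated DEGs. Almost none of the genes in these simulated lists passed the thresholds. The lists thus cannot tell whether chance gave the overlap of downregulated DEGs. Across genes, the log2 fold changes of the 2 doses had a Pearson correlation of 0.59, compared with at most 0.51 in the simulated sets. Fitted by DESeq2 on 4 libraries at a time, 178 downregulated DEGs were shared, and the simulated sets gave 170 to 191.

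**Figure D3:**
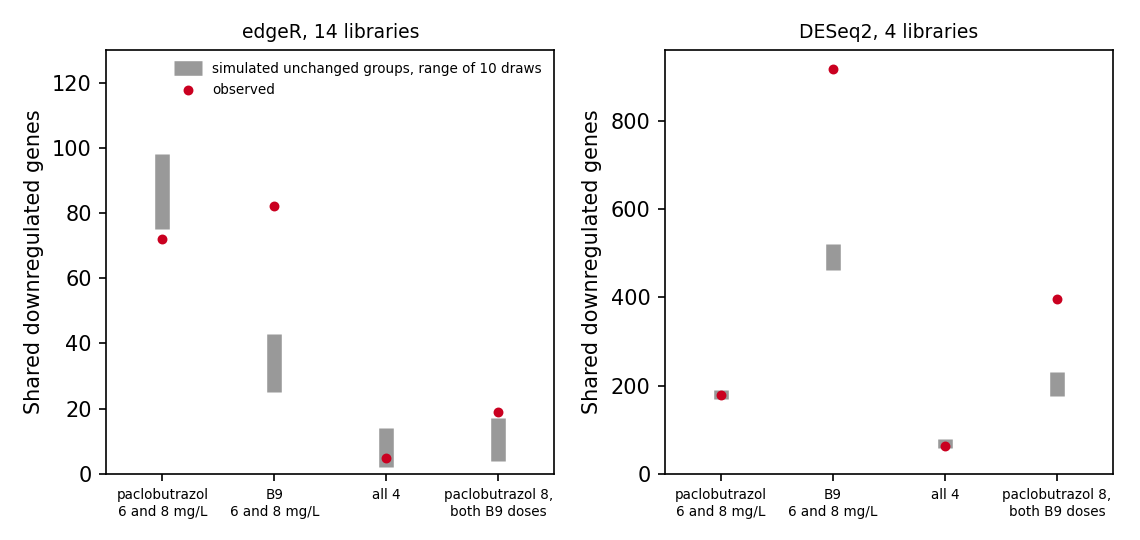
Number of downregulated DEGs in common (y axis) between the treatments on the x axis, as observed (points) and in 10 simulated sets without change (grey bars from the smallest to the largest). The left panel is edgeR on 14 libraries and the right panel DESeq2 on the 4 libraries of each comparison, where the B9 doses share 918 genes against 463 to 522 in the simulated sets.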

For downregulated DEGs, 176 were shared between the two treatment concentrations. GO enrichment analysis showed that these commonly suppressed genes were mainly involved in shoot apical meristem development and auxin biosynthesis and metabolism (Figure 3A). Comparatively, the genes specifically inhibited by 6 mg/L treatment were enriched for the cell proliferation process, while those specific to 8 mg/L treatment were relevant to developmental growth, actin filament bundle assembly, and shoot system development (Figure 3A). 

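Of the genes downregulated at only 1 paclobutrazol dose, 239 were DEGs at 6 mg/L and 747 at 8 mg/L. Tested directly against each other, the 2 doses differed in 291 genes, of which 111 were higher and 180 lower at 8 mg/L. Among the genes called at only 1 dose, 43 of the 239 and 106 of the 747 differed between the doses. Below the thresholds, 87.8% of the genes called at only 8 mg/L were also lower than CK at 6 mg/L, and 88.7% of those called at only 6 mg/L were also lower at 8 mg/L. The shared CK libraries alone, in the simulated sets without change, gave 79.9% to 83.2% and 77.0% to 85.7%. The share of 87.8% rests on the mean of the 2 plants of 6 mg/L, which disagree. All downregulated DEGs of 8 mg/L had a median log2 change of -0.16 in replicate 1 of 6 mg/L and of -1.19 in replicate 2. The enrichment of processes in the genes called at only 1 dose is not analysed here. In a fit of only the 4 libraries of both doses, edgeR called none of the differences between doses, while 1273 genes passed the fold threshold with an unadjusted p under 0.05. DESeq2 on these 4 libraries called 358 genes with the opposite balance, 219 higher and 139 lower at 8 mg/L, and kept 149 of the 291.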

We then investigated the expression levels of three key genes along the tryptophan-dependent IAA biosynthetic pathway, including those encoding tryptophan aminotransferase-related protein (TAR), L-tryptophan–pyruvate aminotransferase 1 (TAA1), and indole-3-pyruvate monooxygenase (YUCCA) (Mashiguchi et al., 2011; Mano and Nemoto, 2012). The results showed that, in general, the expression of these genes was suppressed by paclobutrazol treatments, at both concentrations (Figure 3B). In particular, most of the *TAA1* and *YUCCA* genes were downregulated under the treatment of 8 mg/L paclobutrazol. Comparatively, there was no consistent pattern across different members of indole-3-acetic acid-amido synthetase (GH3) genes, which respond to an excess amount of auxin in plants (Mashiguchi et al., 2011).

**FIGURE 3:**
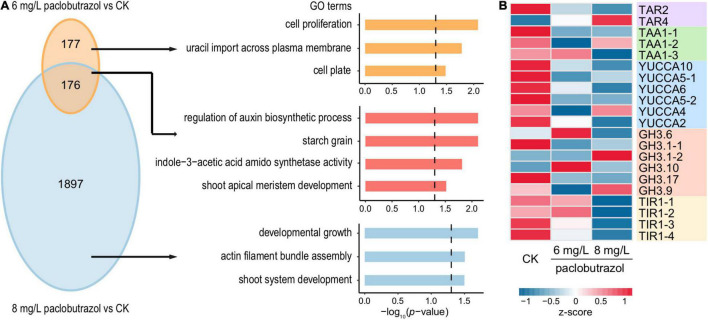
Overview for the downregulated DEGs in pomegranates treated with paclobutrazol. **(A)** Overlap and functional enrichment analysis of DEGs downregulated under 6 mg/L paclobutrazol over 8 mg/L paclobutrazol. **(B)** Heatmap showing gene expression profile of the downregulated DEGs related to IAA biosynthetic and signaling pathways in conditions of CK, and 6 and 8 mg/L paclobutrazol treatments.

Trend analysis showed different impacts across the treatments of different paclobutrazol doses. 

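Trends were clustered on the mean log2 CPM of CK and the 2 paclobutrazol doses, standardized per gene, over all tested genes. Fuzzy c-means clustering, the routine behind Mfuzz, gave 6 clusters with a fuzzifier of 3.6. The cluster nearest to an equal decline at both doses held 3124 genes. Its centre was at 1.02 in CK, -0.90 at 6 mg/L and -0.11 at 8 mg/L, so expression was lower at the lower dose. Of its genes, 286 were DEGs below CK under at least 1 dose, and 27 were DEGs with higher expression at 8 than at 6 mg/L. The same clustering of 10 simulated sets without change gave 3059 to 3269 genes for this pattern. The nearest cluster depended on the setting. With a filter at a mean of 50 counts, it was the cluster of the progressive decline, with 3287 genes. On a linear scale (3533 genes) and with the 5000 most variable genes (694), it was not the cluster nearest to a lowest mean at 6 mg/L.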

One of the two sufficiently overrepresented trends was the genes were of similar level of downregulation under the treatment of either 6 or 8 mg/L, which were mainly involved in cell cycle, DNA replication proteins and shoot apical meristem development (Supplementary Figure 4A). For the second scenario, the genes were of more reduced expression as the increase of paclobutrazol concentration, and these genes were found to participate in growth hormone synthesis and primary shoot apical meristem specification (Supplementary Figure 4B), indicating the plausible mechanism underlying the severer growth suppression induced by the increase of paclobutrazol dosage (from 6 to 8 mg/L). 

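The cluster with a progressive decline was the largest of the paclobutrazol clusters, with 4182 genes. Its centre was at 0.97, 0.03 and -1 in CK, 6 and 8 mg/L. The middle value averages 2 plants that disagree. Downregulated DEGs of 8 mg/L, of which 639 lie in this cluster, had a median log2 change of -0.16 in replicate 1 of 6 mg/L. In replicate 2 of 6 mg/L their median was -1.19, so the intermediate step can come from this average. In the simulated sets without change, the cluster of this shape held 3059 to 3361 genes, with a median of 3252. Of the genes in the cluster, 639 (15.3%) were downregulated DEGs of at least 1 dose, and 29 were DEGs lower at 8 than at 6 mg/L. The unadjusted count of the latter, with the same fold threshold, was 605. With 4 clusters in place of 6, the progressive decline held 5775 genes, and with only the 5000 most variable genes it held 1048. From the processes enriched among genes with this trend, the paper proposes a mechanism for the stronger growth suppression at the higher dose.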

Meanwhile, for the treatments of both concentrations, genes responding to oxidative stress were observed to be upregulated (Supplementary Figures 4C,D), which was corresponding to the enhanced activities of antioxidant enzymes (Figures 1B,C). It may reflect a stress response in paclobutrazol seedlings under the treatment of paclobutrazol.

Concerning B9, 1,726 and 1,410 genes were significantly downregulated after 6 and 8 mg/L treatment (Supplementary Figures 3C,D, 5A). 

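Under 6 mg/L B9, 590 genes were up- and 721 downregulated, and under 8 mg/L B9, 203 were up- and 105 downregulated. LOC116192325 was upregulated at both doses, from 29.5 ± 3.36 CPM in CK to 209 ± 28.4 and 195 ± 25.7 (SD, n = 2 each). Its log2 fold changes were 2.82 and 2.73 (standard error 0.25 at both doses, adjusted p = 0.0068 and 0.0047 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LOC116194214 rose by 2.36 on the log2 scale at 6 mg/L (standard error 0.24) and LOC116207580 by 2.24 at 8 mg/L (standard error 0.20). Among the genes lower at 6 mg/L, LOC116210678 had a log2 fold change of -2.15 (standard error 0.22) and LOC116205093 of -4.32 (standard error 0.53). Among those lower at 8 mg/L, LOC116206713 had a log2 fold change of -1.77 (standard error 0.21). The other, LOC116187053, had counts of 0 and 1 in the treated libraries, at least 110-fold lower than CK. The 2 doses shared 82 downregulated DEGs, and the most decreased genes of the simulated sets without change shared 25 to 43.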

For both two treatments, genes involved in BR metabolism, chromocenter, and actin filament bundle assembly were suppressed compared to CK (Supplementary Figure 5B). Each treatment also has specific impacts on pomegranates: auxin biosynthetic regulation and cell wall modification during cell growth were downregulated under 6 mg/L B9 treatment (Supplementary Figure 5C), while cell division, developmental growth, and ABA degradation processes were exclusively depressed when treated with 8 mg/L B9 (Supplementary Figure 5D). 

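Of the downregulated DEGs, 639 were called at only 6 mg/L B9 and 23 at only 8 mg/L. The direct comparison of 8 with 6 mg/L gave 1 DEG, while 635 genes passed the fold threshold with an unadjusted p under 0.05. It was LOC116187053, with counts of 398 and 750 at 6 mg/L (adjusted p = 0.00077 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 8 mg/L B9, where its counts put it at least 110-fold below CK, and at 6 mg/L paclobutrazol it was at the floor, while the libraries of the other 5 conditions had 254 or more counts. Of the genes called at only 6 mg/L, 98.9% were also lower than CK at 8 mg/L, and of those called at only 8 mg/L, 82.6% were also lower at 6 mg/L. Equally long lists from the simulated sets gave 82.5% to 86.3% and 76.1% to 88.8%, so only the first share lies above them. Across genes, the log2 fold changes of the B9 doses had a Pearson correlation of 0.80, and simulated unchanged groups reached 0.50. DESeq2 on the 4 libraries of the 2 doses called 244 genes between them, of which 196 were higher and 48 lower at 8 mg/L.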

Comparatively, genes related to oxidative stress resistance were significantly induced by the treatments (Supplementary Figures 5E–H). 

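Clustered in the way described for paclobutrazol, the B9 means gave a progressive decline in a cluster of 3153 genes, centred at 0.99 in CK, -0.03 at 6 mg/L and -0.96 at 8 mg/L. Simulated unchanged groups gave 3167 to 3402 genes for this shape. Of its genes, 27 were downregulated DEGs of at least 1 dose, and 1 was a DEG lower at 8 than at 6 mg/L. An equal decline at both doses held 3390 genes, with 359 downregulated DEGs among them, and the simulated groups gave 3117 to 3372. The cluster with a progressive rise held 2279 genes, with 12 DEGs, and the simulated groups gave 3081 to 3376.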

Trend analysis showed that plant growth and primary shoot apical meristem specification were more suppressed with the increase of concentration (from 6 to 8 mg/L), while the antioxidative processes, such as hydrogen peroxide response and peroxisome and glutathione metabolism, became stronger accordingly (Supplementary Figure 6).

We also assessed the different transcriptional responses between paclobutrazol- and B9-treated plants. 

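Under all 4 paclobutrazol and B9 treatments, 5 genes were downregulated DEGs. They were LOC116198776, LOC116201801, LOC116202697, LOC116206745 and LOC116215223, with log2 fold changes between -1.28 and -2.82 over the 4 treatments, and are named here after their values were seen. The most decreased genes of simulated unchanged groups, in lists as long as those of the 4 treatments, shared between 2 and 14 genes, with a median of 7.5. DESeq2 on 4 libraries at a time called 62 genes under all 4 treatments, and the simulated groups gave 58 to 79.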

In total, 62 genes were downregulated under all four treatments, and they mainly participated in regulating IAA synthetase and cell cycle, including the processes of DNA replication and chromocenter (Figure 4). Moreover, 395 genes were commonly suppressed when treated with 8 mg/L paclobutrazol and 6 and 8 mg/L B9, which were enriched for shoot apical meristem specification, cell cycle regulation, and plant hormone signal transduction (Figure 4). It is noteworthy that, besides these commonly depressed pathways, the processes involved in strigolactone response, shoot system development, and auxin metabolism were inhibited exclusively by 8 mg/L paclobutrazol, while carbohydrate-derivative metabolic process was suppressed specifically by 8 mg/L B9 treatment (Figure 4), suggesting different regulatory mechanisms underlying the dwarfing by different PGRs.

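Outside the DEGs of 6 mg/L paclobutrazol, 19 genes were downregulated DEGs of 8 mg/L paclobutrazol and of both B9 doses. Simulated unchanged groups gave 4 to 17 such genes. Under 6 mg/L paclobutrazol, 89.5% of the 19 were also lower than CK without being called, compared with 88.9% to 100% in the simulated groups. The count was 396 with DESeq2 on 4 libraries at a time, where the simulated groups gave 177 to 232.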

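Among the 4 treatments, 677 genes were downregulated DEGs of 8 mg/L paclobutrazol alone, and 15 of 8 mg/L B9 alone. In the direct comparison, 304 genes differed between 8 mg/L paclobutrazol and 8 mg/L B9, with 118 higher and 186 lower under paclobutrazol. DESeq2 on only these 4 libraries called 1505, with more of them higher (809) than lower (696). Of the 677 genes, 94 were lower under paclobutrazol than under B9 in that comparison, and 87.9% were also lower than CK under 8 mg/L B9, compared with 78.2% to 81.8% in simulated unchanged groups. Of the 15 genes, 4 were lower under B9, namely LOC116209640, LOC116213691, LOC116189625 and LOC116189014, which are named after their values were seen. Across genes, the log2 fold changes of the 2 treatments against CK had a Pearson correlation of 0.68, with the same sign in 77.4% of genes. For simulated unchanged groups the largest correlation was 0.50, and the largest share with the same sign 67.2%. From processes depressed by only 1 of the 2 treatments, the paper proposes that different regulatory mechanisms underlie the dwarfing by different PGRs.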

**FIGURE 4:**
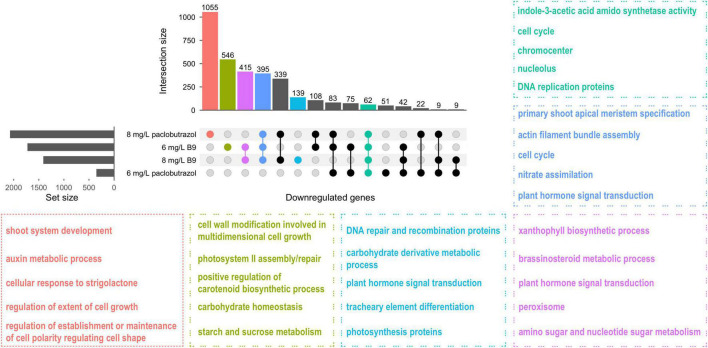
Overlap and functional enrichment analysis of DEGs downregulated under the treatments of paclobutrazol and B9. Different colors represent feature-enriched GO terms and KEGG pathways for different categories of downregulated DEGs.

When treated with mannitol, 451 up- and 681 downregulated genes were induced at 2.5 g/L (Supplementary Figure 3E), while the expression level of 381 and 434 genes was increased or reduced at 15 g/L (Supplementary Figure 3F). 

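At 2.5 g/L mannitol, 7 genes were up- and 4 downregulated, and at 15 g/L, 2 were up- and 3 downregulated. LOC116210784 rose from 32.2 ± 5.05 to 126 ± 12.1 CPM (SD, n = 2) at 2.5 g/L, with a log2 fold change of 1.96 (standard error 0.17, adjusted p = 0.0063 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LOC116201128 was upregulated at both doses, with 388 ± 15.4 and 290 ± 3.29 CPM and log2 fold changes of 1.87 and 1.45. LOC116187171 had a log2 fold change of 2.98 at 15 g/L (standard error 0.36, adjusted p = 0.046 from the same edgeR test). The downregulated DEGs at 2.5 g/L were LOC116211321, LOC116188169, LOC116189464 and LOC116189570, with log2 fold changes of -3.29, -2.10, -2.34 and -1.07. Those at 15 g/L were LOC116189464, LOC116206399 and LOC116206237, with log2 fold changes of -2.73, -2.38 and -1.81. LOC116189570 and LOC116206237, as well as LOC116189464 at 2.5 g/L, are named after their values were seen. LOC116206399 is a long non-coding RNA gene, with 29 and 25 counts in the treated libraries. Fitted on only the 4 libraries compared, edgeR called none of the 11 DEGs of 2.5 g/L, among them all genes named at that dose. It kept all 5 DEGs of 15 g/L. At 15 g/L, LOC116201128 was not called when scaled by library size alone. With the trend with gene length removed, LOC116187171, LOC116206399 and LOC116206237 were not called, and 2 of the 5 DEGs were kept. With a block for replicate number, which is not shown to pair the plants, none of the 5 DEGs of 15 g/L was called.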

For both treatments, the auxin biosynthetic process was significantly suppressed (Figures 5A,B). Corresponding to our expectation, the expression of genes related to cell division and plant developmental growth was even reduced when treated with 15 g/L compared to 2.5 g/L. In contrast, cell proliferation and DNA replication processes were more inhibited under the treatment of 2.5 g/L than 15 g/L (Figure 5C). It is noteworthy that, the pathways involved in the response to oxidative stress, such as the removal of reactive oxygen species (ROS) and the regulation of osmotic equilibrium, were largely enhanced (Supplementary Figure 7), suggesting the undesired side effect of mannitol on plants. Furthermore, this hazardous impact got even worse with the increase of treatment concentrations. 

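In the direct comparison of 15 with 2.5 g/L mannitol, no gene was a DEG, and 1227 genes passed the fold threshold with an unadjusted p under 0.05. DESeq2 on the 4 libraries of the 2 doses called 844 genes, with 548 higher and 296 lower at 15 g/L. The clustered means gave a progressive decline with 2828 genes, centred at 1.04 in CK, -0.17 at 2.5 g/L and -0.87 at 15 g/L, compared with 3108 to 3468 genes in simulated unchanged groups. The cluster with its lowest mean at 2.5 g/L held 3677 genes, compared with 3180 to 3467, and its centre was at 0.69, -1.11 and 0.42. Each of the 2 clusters contained 3 downregulated DEGs.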

Compared to 2.5 g/L treatment, genes of the negative regulation of cell death showed reduced expressions when treated with 15 g/L mannitol (Supplementary Figure 7).

**FIGURE 5:**
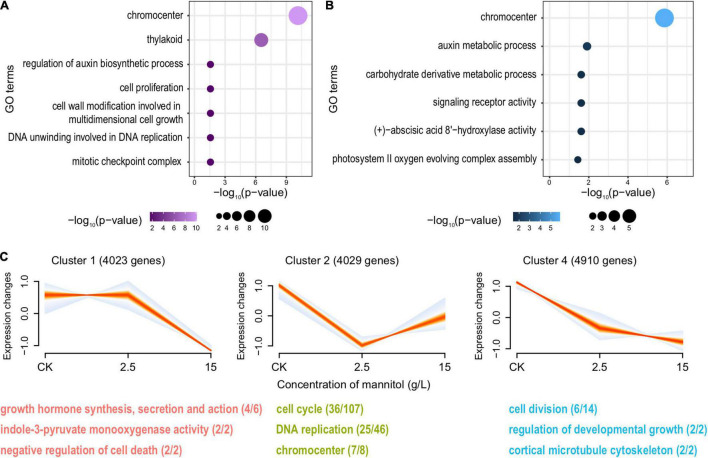
Overview for the downregulated DEGs in pomegranates treated with mannitol. Functional enrichment analysis for downregulated DEGs in pomegranates under the treatment of 2.5 g/L **(A)** and 15 g/L mannitol **(B)**. **(C)** Significant clusters of genes with a similar trend in expression across different mannitol concentrations (0, 2.5, and 15 g/L) and the representative GO terms and KEGG pathways enriched for each set of genes. For each panel, each line represents the expression change of one gene across different concentrations, and the intensity of colors represents the membership value of genes (the more red, the greater membership values; the more blue, the lesser membership values). The number of genes belonging to each cluster is shown in the parentheses after the cluster label. For each GO term or KEGG pathway, the number of genes is shown in parentheses, with the number before and after the forward-slash representing the genes exhibiting the trend and the genes from the genome background.

## Discussion

Plant growth retardants have been widely applied for crop and fruit dwarfing (Koukourikou-Petridou, 1996; Zhang et al., 2018, 2020; Shi et al., 2021). Because of the specific characteristics of each chemical, different PGRs are supposed to perform differently on plant growth, in terms of both morphological and physiological properties (Dong et al., 2019; Shi et al., 2021). A comprehensive investigation of the dwarfing effects on economic fruits would largely broaden their agricultural applications.

In this study, we assessed the impacts of three typical PGRs, paclobutrazol, B9, and mannitol, on pomegranate dwarfing, and found that all three resulted in a significant reduction of growth in pomegranate seedlings. In particular, paclobutrazol treatment caused notably less growth despite being applied at low concertation (e.g., 5 mg/L), which was consistent with previous reports (Porlingis and Voyiatzis, 1985; Jaini et al., 2014; Shi et al., 2021). Transcriptome analysis showed that IAA biosynthesis was inhibited by the treatments of all the three PGRs (Figures 3, 5A,B). As an important plant hormone, IAA has essential roles in regulating plant growth and development (Davies, 2010). Compared to untreated plants, expression of the key genes for IAA biosynthesis and metabolism were decreased by either 6 or 8 mg/L paclobutrazol treatments (Figure 3B). Of them, *TAA1*, *TAR2*, and *YUCCA* genes catalyze the conversion of tryptophan (Trp) to indole-3-pyruvic acid (IPA) and IPA to IAA along tryptophan-independent IAA biosynthetic pathway (Mashiguchi et al., 2011; Mano and Nemoto, 2012); hence, silencing of these genes caused substantial endogenous auxin deficiency in pomegranate seedlings. In addition, genes encoding TRANSPORT INHIBITOR RESPONSE (TIR1) were also depressed by paclobutrazol treatments (Figure 3B), which reduced inhibition on the degradation of Aux/IAA transcriptional repressors (Villalobos et al., 2012) and thus downregulated IAA-regulated transcription. The suppression of IAA-related processes would further trigger subsequent downregulation of cell proliferation and shoot apical meristem development (Figure 3A), finally leading to the reduced shoot growth of pomegranate seedlings. These results highlighted the core role of PGR-induced IAA depletion in pomegranate dwarfing.

Besides the common auxin-suppressing pathway, different PGRs were also revealed to dwarf plants *via* different mechanisms. Compared to B9, 8 mg/L paclobutrazol treatment specifically inhibited cellular response to strigolactone (Figure 4). In Arabidopsis, defects in strigolactone synthesis led to a substantial reduction in plant height (Bennett et al., 2016). Hayward et al. (2009) reported a dynamic feedback loop of auxin and strigolactone in regulating shoot development. Specifically, a decrease in auxin level would relax the inhibition of IAA12 on *MAX3-* and *MAX4*-mediated strigolactone production, resulting in depleted strigolactone, while strigolactone deficiency blocks the export of auxin from buds into the polar auxin transport and reduces auxin gradients throughout plant body, which are required for plant growth and development (Hayward et al., 2009; Zhao, 2010). It suggested that paclobutrazol-mediated dwarfing involves the synergies of multiple plant hormones. Comparatively, carbohydrate homeostasis and metabolism, as well as cell wall modification, were specifically downregulated by the treatments of B9 or mannitol (Figures 4, 5A,B). These results mirrored that different PGRs induced plant dwarfing *via* different regulatory mechanisms.

Despite the positive role in dwarfing, we observed increased activities of antioxidative enzymes in pomegranate seedlings under the treatment of exogenous PGRs. Compared to CK, PGR treatments significantly increased the activities of antioxidant enzymes in pomegranate seedlings (Figures 1B,C and Supplementary Figure 2). Consistently, the genes involved in redox state responding and superoxide radical removal were overexpressed under PGR treatments (Supplementary Figures 4C,D, 5F, 7). In addition, the level of GSH, as well as the corresponding GSH synthesis and metabolism, were also apparently induced in the condition of PGR treatments (Supplementary Figures 4C,D, 5H, 7). Such an enhancement was also observed in other PGR-mediated dwarfed plants, such as *Magnolia wufengensis* and *Chlorophytum capense*, and it was previously considered as a sign of improved stress resistance in plants (Zhou, 2017; Shi et al., 2021). However, as important antioxidative systems in plant cells, POD, SOD, and GSH are generally induced to scavenge the accumulation of endogenous harmful substances, such as ROS, under stress conditions (Mittler, 2002; Belmonte et al., 2005; Hellou et al., 2012). Thus, their increased activities in the presence of PGRs are more likely to be a byproduct of the adverse impacts elicited by PGRs on the normal physiological processes of pomegranate seedlings, rather than a signature of the direct promotion of stress tolerance capacity. In addition, for paclobutrazol and B9, SOD, and POD activities became higher as the treatment dosage increased, although dwarfing influence on shoot growth became slightly stronger as well (Figures 1B,C and Supplementary Figures 6A,C). It suggested stronger antioxidative responses being elicited to mitigate the higher degree of PGR-provoked oxidative damage, and thus promote the tolerance in pomegranates to the adverse effects of PGRs. Mannitol is the only exception that POD and SOD activities decreased as the concentration increased from 2.5 to 15 g/L (Figures 1B,C), which may be attributed to the worse growth condition induced by excess amount of mannitol (personal observation). This is further supported by the upregulation of cell death when treated with 15 g/L mannitol (Figure 5C). It is noteworthy that PGR-induced transcriptional responses may cause further influences, either positive or negative, on the plant tolerance to other external stresses. It may pose challenges to agricultural production of pomegranates, especially under the current drastic fluctuation of global climate. However, our current knowledge on the burden of exogenous PGR application is still limited. Further investigations are required to assess the optimal PGR dosage that could balance desired dwarfing effects and undesired reduction in plant physiological status and environmental adaptation.

## Conclusion

In the current study, we dissected the molecular mechanisms underlying PGR-induced dwarfing in pomegranates. Dwarfing induced by all the three kinds of PGRs involves the inhibition of auxin biosynthetic and metabolic processes and IAA-mediated shoot development. Different genes and pathways were found to be suppressed by different PGR treatments, reflecting the specificity of different PGRs in eliciting plant dwarfing. Furthermore, we showed that exogenous PGR application causes adverse impacts on the normal physiological process of pomegranate seedlings, which may bring extra burden to pomegranate plants. These novel findings could better assist the application of PGRs in dwarfing cultivation of pomegranates, as well as the molecular-aided screening and breeding of dwarfed pomegranate varieties in the future.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO), https://www.ncbi.nlm.nih.gov/geo/, GSE195722.

## Author Contributions

JQ and YY designed the study. NW, JQ, KZ, YS, and NH collected the materials and performed the experiments. WR, RZ, XH, LC, and YY analyzed and interpreted the data. NW, WR, JQ, and YY wrote the manuscript. All authors contributed to the revision and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Molecular Dissection Unveiling Dwarfing Effects of Plant Growth Retardants on Pomegranate
**Source:** Front Plant Sci. 2022 Mar 10;13:866193. doi: 10.3389/fpls.2022.866193
**Supplement:** Supplementary file 1

**Supplementary materials for Online Publication**

**Molecular dissection unveiling dwarfing effects of plant growth retardants on pomegranate**

Jingjing Qian^1†^, Ning Wang^1†^, Wenxu Ren^2†^, Rufan Zhang^3^, Xiyao Hong^4^, Lingyue Chen^2^, Kaijing Zhang^1^, Yingjie Shu^1^, Nengbing Hu^1^, Yuchen Yang^2*^

^†^ These authors contributed equally to this work.

**Table S1** PGR concentration for each treatment

|  | Treatment group | | | | |
| --- | --- | --- | --- | --- | --- |
|  | 1 | 2 | 3 | 4 | 5 |
| paclobutrazol (mg/L) | 5 | 6 | 7 | 8 | 9 |
| B9 (mg/L) | 6 | 6.5 | 7 | 7.5 | 8 |
| mannitol (g/L) | 2.5 | 5 | 7.5 | 10 | 15 |

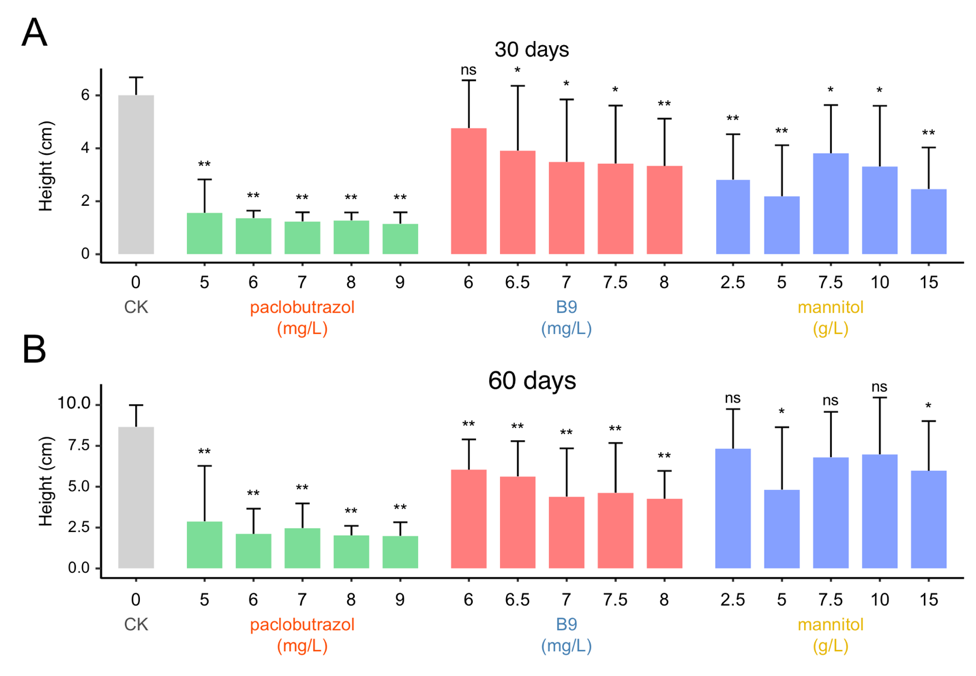

**Figure S1.** Plant height of pomegranate seedlings of CK (untreated) or treated with three PGRs of different concentrations for 30 (**A**) and 60 days (**B**). Values are mean ± SD. ns, nonsignificant; *, *p*-value < 0.05; **, *p*-value < 0.01.

**
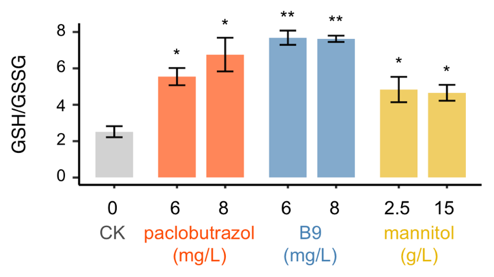
**

**Figure S2.** GSH/GSSG ratio in pomegranate seedlings of CK (untreated) or treated with three PGRs of different concentrations for 90 days. Values are mean +/- SD. *, *p*-value < 0.05; **, *p*-value < 0.01.

**
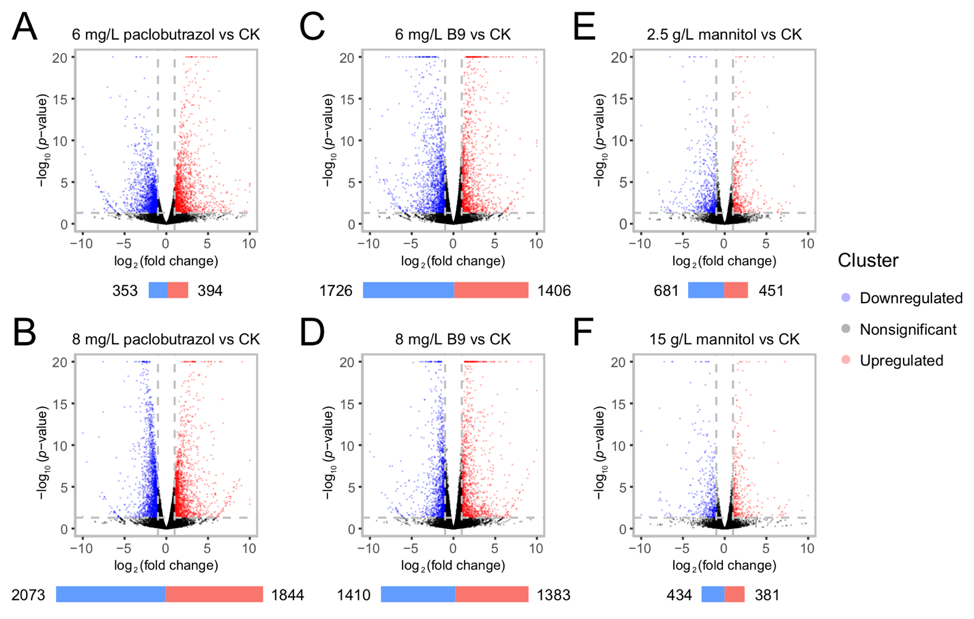
**

**Figure S3**. Volcano plots for differentially expressed genes (DEGs) in pomegranate seedlings treated with paclobutrazol, B9 and mannitol of different concentrations compared to CK (**A**: 6 mg/L paclobutrazol vs CK; **B**: 8 mg/L paclobutrazol vs CK; **C**: 6 mg/L B9 vs CK; **D**: 8 mg/L B9 vs CK; **E**: 2.5 g/L mannitol vs CK; **F**: 15 g/L mannitol vs CK). Different colors represent different clusters of genes (blue: downregulated DEGs; red: upregulated DEGs; grey: nonsignificant genes).

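The number of DEGs in each comparison depended on the tool and on the libraries in the fit. With DESeq2 on all 14 libraries, 3443 genes were called under 8 mg/L paclobutrazol, 2615 under 6 mg/L B9 and 1794 under 8 mg/L B9. Under mannitol it called 897 and 433. When unchanged libraries were simulated 10 times, DESeq2 on 4 libraries called a median of 64.5 to 76.5 genes per comparison, and 105 at most. Of 200 genes changed in simulated counts, edgeR on 14 libraries recovered 130 and called 7 unchanged genes, whereas DESeq2 on 4 libraries recovered 156 and called 120.

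**Figure D4:**
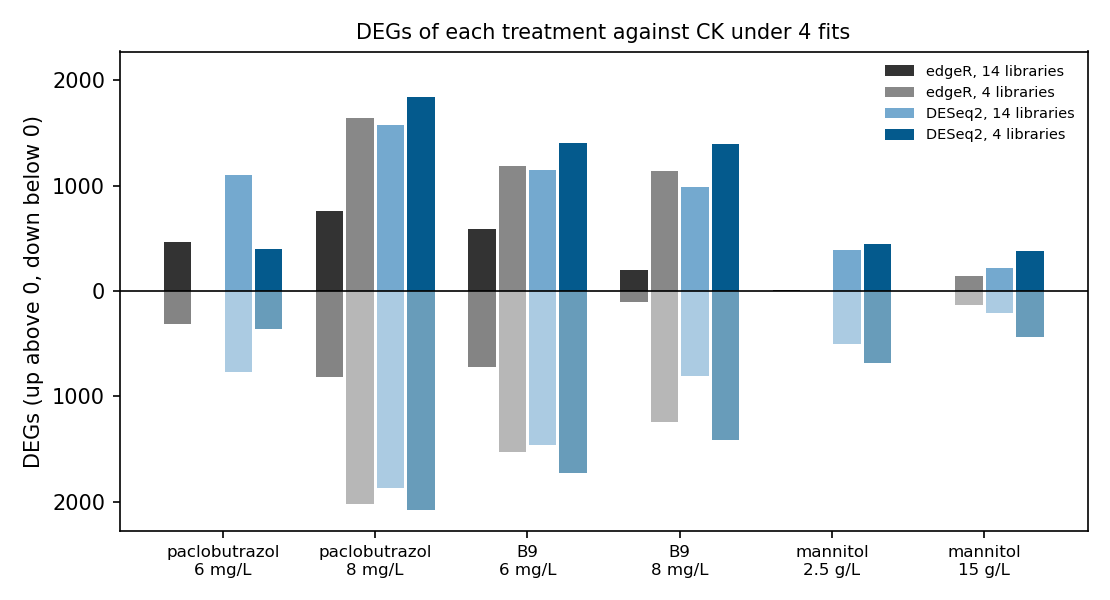
Number of DEGs of each treatment against CK, upregulated above 0 and downregulated in a lighter shade below 0, for edgeR and DESeq2, each on all 14 libraries or on only the 4 compared. For 8 mg/L B9, the bars end at 1137 up- and 1243 downregulated DEGs for edgeR on 4 libraries, and at 1393 and 1416 for DESeq2 on 4 libraries.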

**
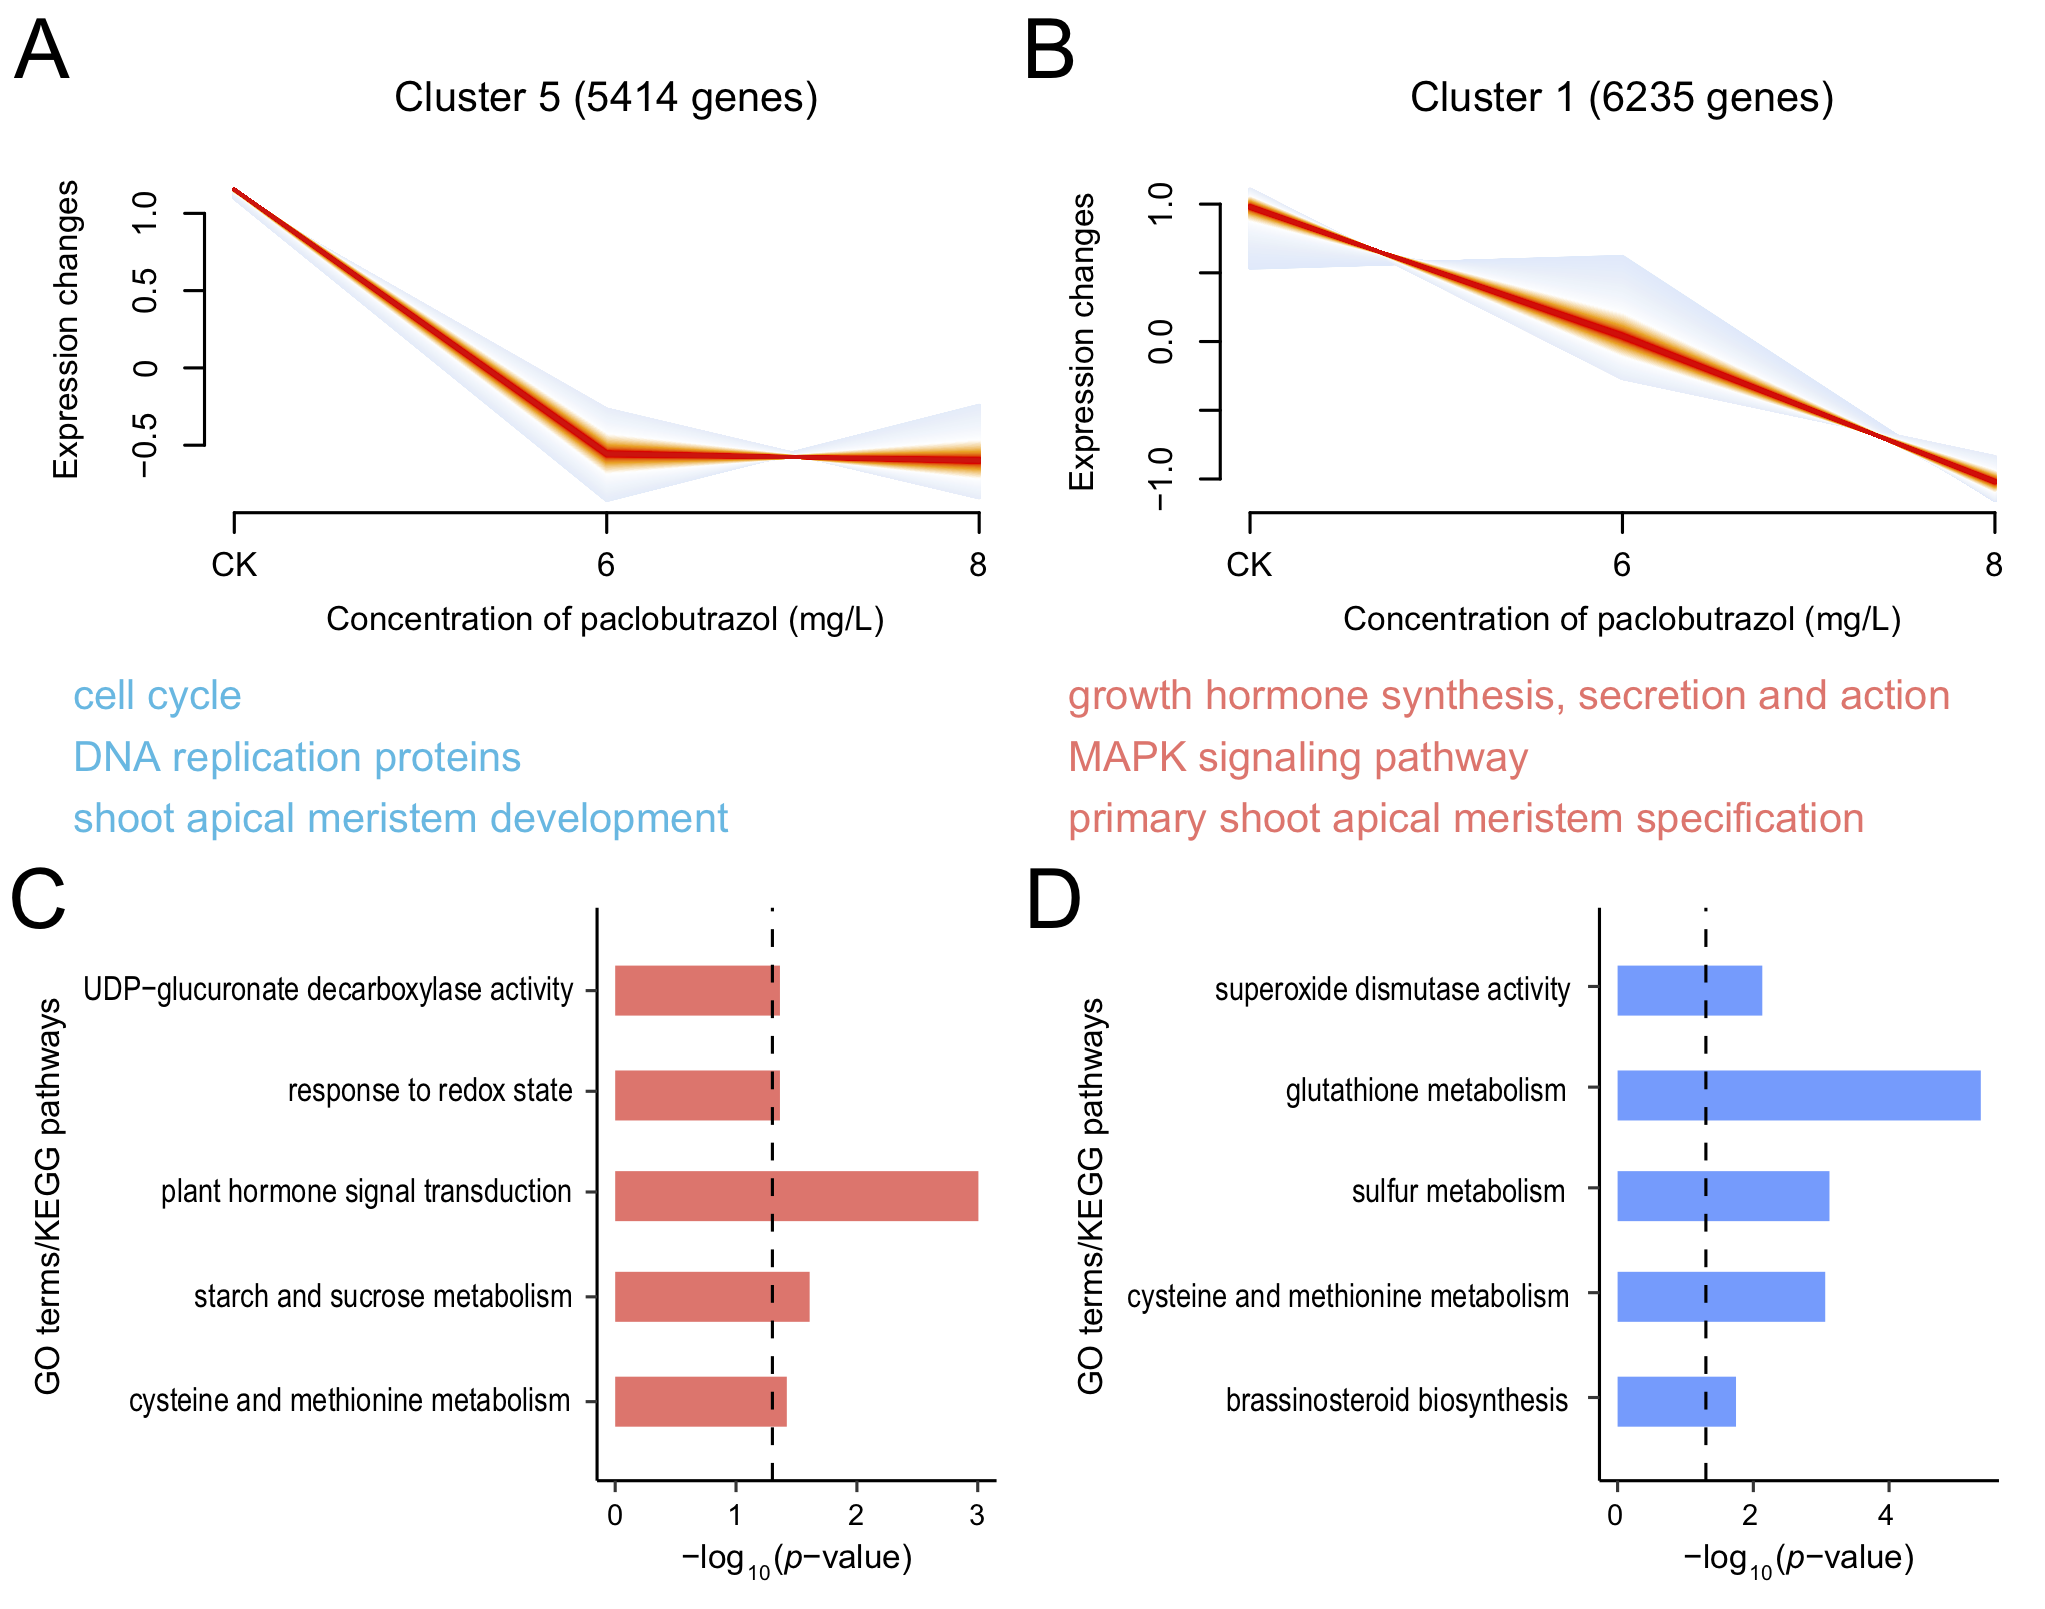
**

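Each gene's 3 means are standardized before clustering, so that a gene with a small change and one with a large change weigh alike. Of the paclobutrazol clusters, that with a progressive rise held 3318 genes, of which 460 were upregulated DEGs of at least 1 dose and 1 was a DEG higher at 8 than at 6 mg/L. Simulated unchanged groups gave 3160 to 3324 genes for this shape.

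**Figure D5:**
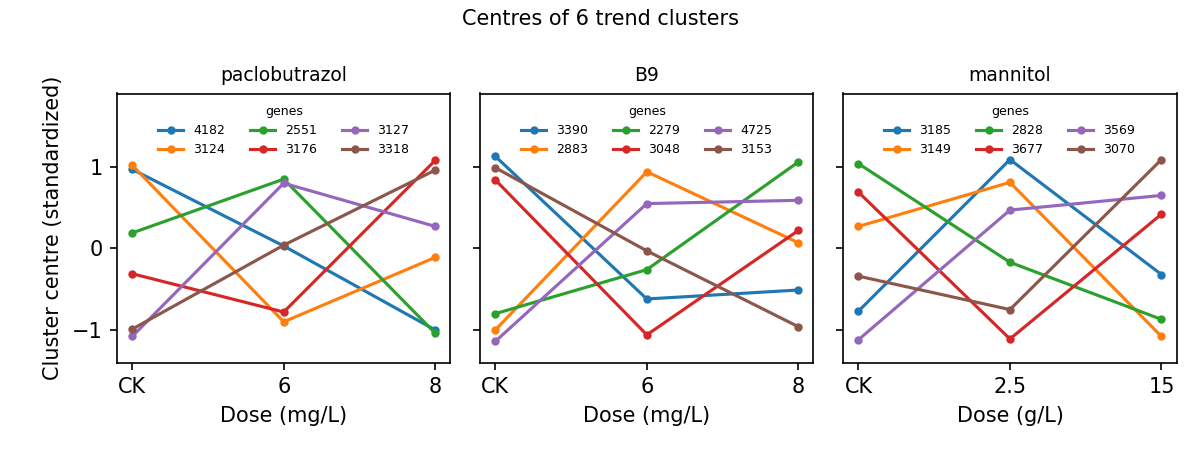
Centres of the 6 trend clusters of each chemical, as standardized mean expression (y axis) in CK and at the 2 doses (x axis), with the number of genes of each cluster in the key. The largest B9 cluster, of 4725 genes, rises from -1.14 in CK to 0.55 and 0.59 at the 2 doses.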

**Figure S4.** **A-B.** Significant clusters of genes with similar trend in expression across different paclobutrazol concentrations (0, 6 and 8 mg/L) and the representative GO terms and KEGG pathways enriched for each set of genes. For each panel, each line represents the expression change of one gene across different concentrations and the intensity of colors represent the membership value of genes (the more red, the greater membership values; the more blue, the less membership values). The number of genes belonging to each cluster is shown in the parentheses after the cluster label. **C-D.** Functional enrichment analysis for upregulated DEGs in pomegranates under the treatment of 6 mg/L (**C**) and 8 mg/L paclobutrazol (**D**).

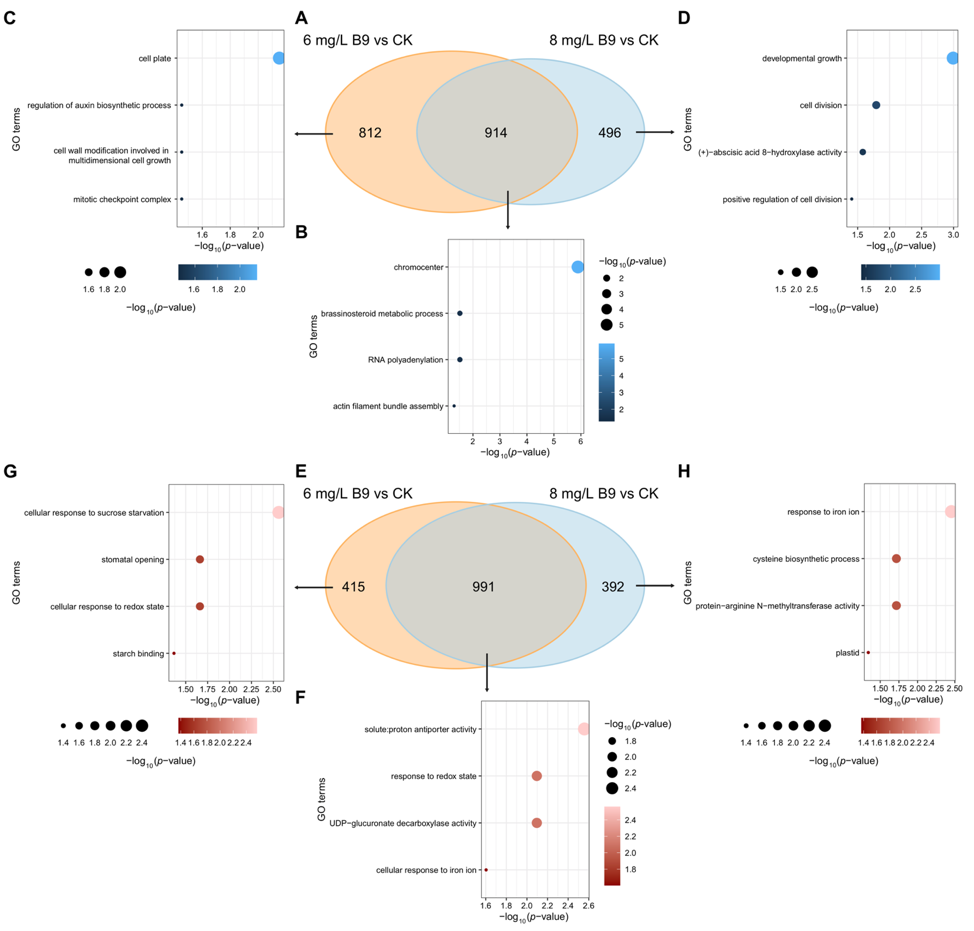

**Figure S5.** Overlap and functional enrichment analysis of DEGs downregulated (**A-D**) and upregulated (**E-H**) under the treatments of 6 and 8 mg/L B9.

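For upregulated genes, 179 DEGs were shared by 6 and 8 mg/L B9, 411 were called at only 6 mg/L and 24 at only 8 mg/L. The most increased genes of simulated unchanged groups shared 84 to 107. Of the genes called at only 6 mg/L, 99.5% were also higher than CK at 8 mg/L, compared with 86.8% to 90.9% in the simulated groups.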

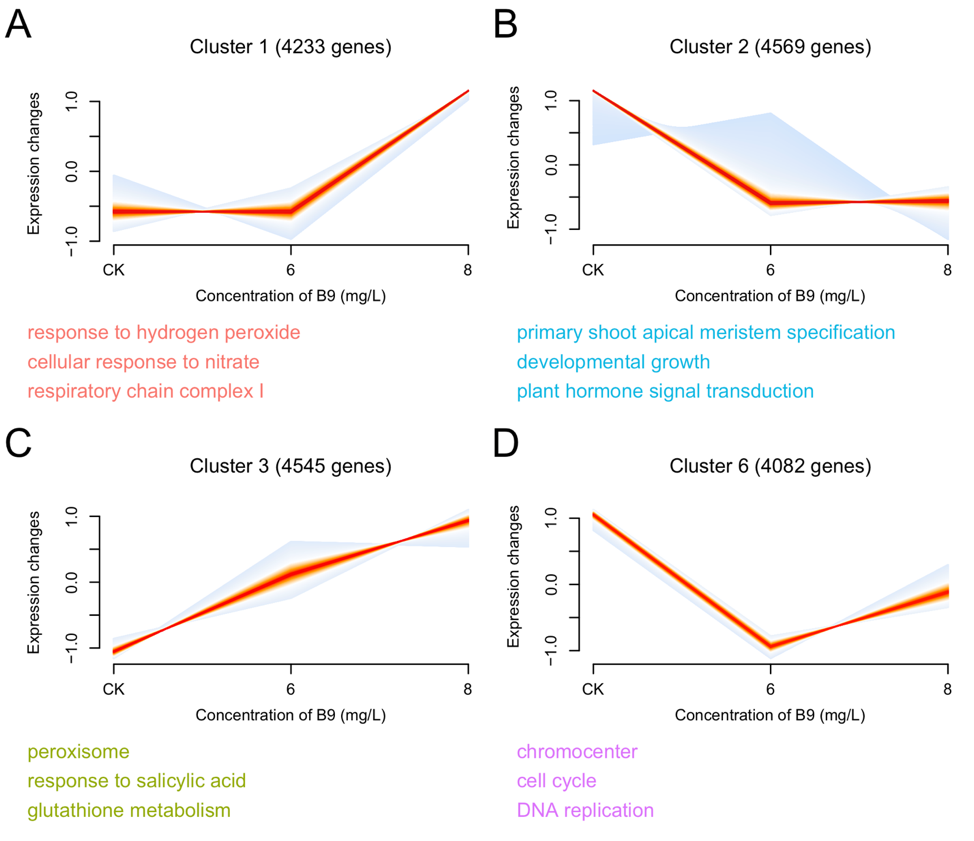

**Figure S6.** Significant clusters of genes with similar trend in expression across different B9 concentrations (0, 6 and 8 mg/L) and the representative GO terms and KEGG pathways enriched for each set of genes. For each panel, each line represents the expression change of one gene across different concentrations and the intensity of colors represent the membership value of genes (the more red, the greater membership values; the more blue, the less membership values). The number of genes belonging to each cluster is shown in the parentheses after the cluster label.

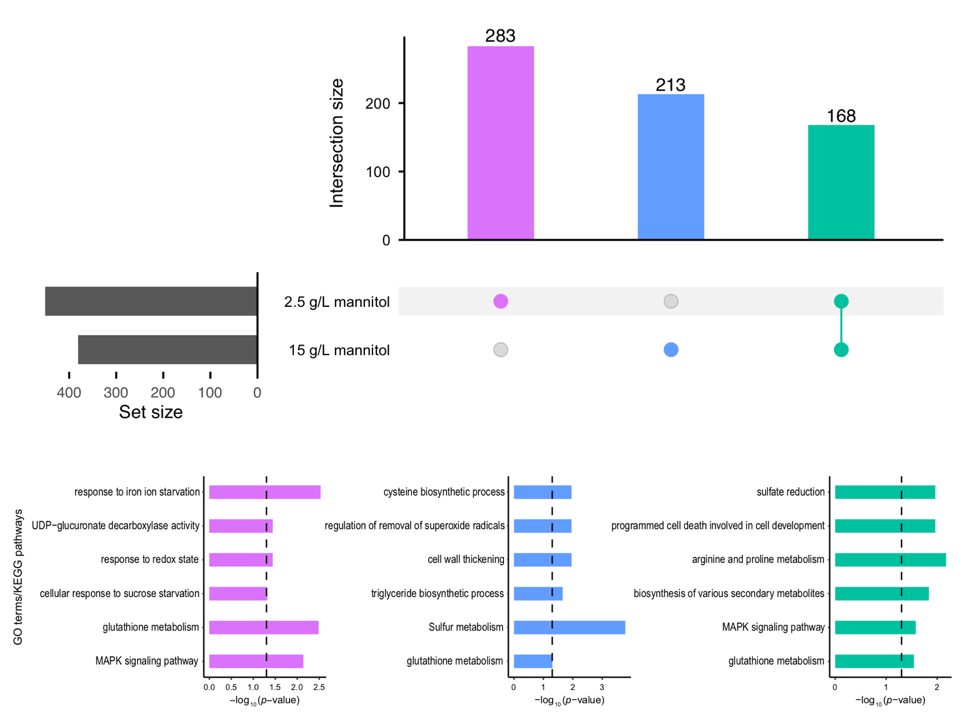

**Figure S7.** Overlap and functional enrichment analysis of DEGs upregulated under the treatments of 2.5 and 15 g/L mannitol. Different colors represent feature enriched GO terms and KEGG pathways for different categories of upregulated DEGs.

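One upregulated DEG, LOC116201128, was shared by the 2 mannitol doses, 6 were called at only 2.5 g/L and 1 at only 15 g/L. Simulated unchanged groups shared 0 or 1 gene in lists of these lengths. DESeq2 on 4 libraries at a time called 168 genes upregulated at both doses, where the simulated groups gave 92 to 122. Of the downregulated genes it called 129 at both doses, within the simulated 111 to 130.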

How the deposited data were processed for this re-analysis (not part of the article)

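RNA-seq counts were analysed for leaves of 14 pomegranate seedlings grown in tissue culture and sampled after 90 days, with 2 plants for each of CK, paclobutrazol at 6 and 8 mg/L, B9 at 6 and 8 mg/L, and mannitol at 2.5 and 15 g/L. The condition and the replicate number of each library were taken from the sample labels. Plant height, enzyme activities and qPCR are not analysed here.

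The authors aligned quality-filtered reads to the pomegranate genome with hisat2, removed reads mapped to more than 1 location and counted the rest per gene with featureCounts. The deposited values are the resulting raw counts of 27893 genes in 14 libraries, in 1 column per library, with no normalization. The paper states neither the versions of these programs nor whether the counting used strand, so counts of overlapping and antisense genes are uncertain. Every column of values was used. Of the gene symbols, 27509 matched the RefSeq gene table of the assembly ASM765513v2, and 384, which are numbered tRNA names, did not. The table was used for biotype, gene length and the order of genes, and not for coordinates. It holds no product names, so the planned tests of gene lists and of the genes for auxin synthesis in Figure 3B were not run, and the GO terms and gene families of the paper are not analysed here.

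The total count per library ranged from 15790717 to 28385703. No read was counted in any library for 4662 genes, and edgeR's filterByExpr, with its minimum count of 10, kept 19478 genes. The biological coefficient of variation was 32.2% in the fit of all libraries, with 3.01 prior and 7 residual degrees of freedom, and the median standard error of a log2 fold change was 0.34.

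Differential expression was computed in R 4.3.3 with edgeR 4.0.16. Counts were normalized by TMM, and the 7 conditions were fitted together as means without further terms. The quasi-likelihood test compared each of the 6 treatments with CK, the higher with the lower dose of each chemical, and 8 mg/L paclobutrazol with 8 mg/L B9, which makes 10 comparisons. P-values were adjusted by the Benjamini-Hochberg method within each comparison. A DEG had an absolute log2 fold change over 1 and an adjusted p under 0.05. The authors used DESeq2 with the same thresholds, and the paper's text does not name the libraries that entered each of its fits. CPM, which are counts scaled by library size, were computed from TMM-scaled totals, with a prior count of 2 for log2 values. A gene whose libraries of a condition all had 3 counts or fewer was taken as at the floor, and its fold change is given as a lower bound computed against the floor.

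Genes named in the text are the 2 upregulated and the 2 downregulated DEGs of each treatment with the smallest adjusted p, ties ordered by the absolute log2 fold change, among those whose treated libraries both lie beyond both CK libraries. The same rule asked for genes of auxin and gibberellin synthesis by product name, which could not be applied without product names. Members of sets of 5 or fewer genes are named in addition, after their values were seen.

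Trends across doses were clustered with the fuzzy c-means routine of e1071 1.7.16 on the standardized condition means of log2 CPM, in 6 clusters for each chemical. The fuzzifier was 3.6. Each pattern of the paper was matched to the cluster whose centre correlates best with it, so 1 cluster can be the nearest to 2 patterns. The paper selected highly variable genes for this step by a rule that its text does not give, and all tested genes were used here.

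Comparisons with the same CK libraries share their chance values. All 14 libraries were therefore drawn 10 times from negative binomial distributions with no change in any gene. Each gene had its mean over all libraries and its spread from the fit of all libraries, the same in every condition. The overlaps, correlations and clusters were computed on these sets in the same way. For overlaps, lists of the most changed genes as long as the observed ones were compared, whether or not these genes passed the thresholds.

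Alternatives set before the data were examined were DESeq2 1.42.0 on all 14 libraries or on the 4 libraries compared, edgeR on those 4, DESeq2's size factors or library size alone in place of TMM, no filter, a filter at a mean of 50 counts, the adjusted p alone, a block for replicate number, each replicate left out in turn, and for the clusters 4 clusters, the 5000 most variable genes, the filter at 50 counts and a linear scale. The removal of each library's trend with gene length and a fit of 12 libraries without 6 mg/L paclobutrazol were added after seeing the data.

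The methods were tested on simulated data with 200 changed genes among 19478, where a gene had the same spread in every condition. The fit of all libraries recovered 130 of them and called 7 unchanged genes. The removal of the length trend took a simulated Spearman's rho from -0.62 to -0.02, and the clustering placed 199 of 200 genes with a simulated progressive decline in that cluster.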

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

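Of the tests in this part, those that removed the trend with gene length were added after seeing the data. The 2 on the difference between the paclobutrazol doses were chosen after the result was seen. So were those on genes with counts near 0 in some plants and that on low counts of long non-coding RNA genes.

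A total of 304 genes differed between 8 mg/L paclobutrazol and 8 mg/L B9, the result of a test of the difference itself. The change from CK fell with gene length in the libraries of both treatments, so a trend with length was examined as a technical explanation. With the trend removed from each library, 270 of the 304 genes were called again in the same direction, which argues against that trend as the whole cause. The scaling is not the whole cause either, since with library size alone, which moved other counts, the comparison called 390 genes, with 295 of the 304 among them. A different effect of the 2 chemicals is the explanation that the design names, and it stays open, as does any difference in handling between the pairs of plants, which the design does not part from the treatments.

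Between 8 and 6 mg/L paclobutrazol, 291 genes differed in the direct test. With the trend with gene length removed, 250 of them were called again in the same direction. The 2 libraries of 6 mg/L paclobutrazol differ strongly from each other, so 1 of the 2 was examined as the source of the difference. Without either of them in turn at least 266 of the 291 genes kept a log2 fold change beyond 1 in the same direction, but these genes had been called with both libraries, which leaves this number without weight. Where only these 4 libraries set the spread, edgeR called 0 genes (1273 at an unadjusted p under 0.05 and the same fold), and DESeq2 called 358, with 149 of the 291 among them. The length trend is thus argued against as the whole cause, while a difference carried by 1 library of 6 mg/L paclobutrazol cannot be told apart from an effect of the dose or a difference between plants, since 2 plants per dose were compared and those of 6 mg/L disagree.

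Between 8 and 6 mg/L B9, 1 gene differed, while 635 passed the fold threshold with an unadjusted p under 0.05. The gene, LOC116187053, had counts of 398 and 750 at 6 mg/L and of 0 and 1 at 8 mg/L, where it was at least 110-fold lower than CK. It also had counts of 0 in both libraries of 6 mg/L paclobutrazol, at least 79-fold lower than CK, and 254 or more in every other library. Neither higher doses nor the kind of chemical order these values. It is 1 of 14 genes with at most 3 counts in some libraries and at least 30 in all others, chosen by their values and not by condition. Of these, 12 part the 2 plants of at least 1 condition, so treatment is not an explanation for the set as a whole, though for LOC116187053 itself, whose replicates go together, it stays open. Depth is argued against, since in 41.8% of the 526 pairs of an off and an on library of the same gene the off library had the larger total, where a lack of depth would leave few. An inherited difference between plants may underlie them, but could not be tested well, since only 1 pair of the genes lies close together, with the same libraries on, and random placements gave up to 1.

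Long non-coding RNA genes, which the paper does not discuss, accounted for 105 of the genes called in any treatment, with 63 called higher and 42 lower, among 869 tested. For 11.4% of them a neighbouring gene was called in the same direction, compared with 11.5% of the called protein-coding genes (Fisher's exact test, two-sided, p = 1). Reads from a neighbouring gene cannot be told apart from expression of their own for single genes, since the counting is not stated to use strand. Of the 105 called genes, 68 had a mean of at least 50 counts, so by this measure low counts are not the whole cause. Among the 400 tested genes with such a mean the share called was 17.0%. Among the 469 with a lower mean it was 7.89%, with 37 called (Fisher's exact test, two-sided, p = 0.000043, over genes, which are not independent). The test detects changes more readily at high counts, so this difference in shares decides nothing about the cause. A response of these genes to the treatments stays open.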

How the results depend on the processing

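Of the alternatives, the removal of the trend with gene length and the fit of 12 libraries were chosen after seeing the data. The cause of the changes below was not tested, except where stated. Counts of DEGs are given in the order of paclobutrazol at 6 and 8 mg/L, B9 at 6 and 8 mg/L, and mannitol at 2.5 and 15 g/L, and those within 1.5 times the reported count are left out unless needed.

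None of the 24 effects of named genes changed direction under the alternatives, of which the fit of 12 libraries covers only 20, those outside 6 mg/L paclobutrazol. With edgeR on only the 4 libraries compared, 8 of them were no longer past the thresholds, with library size alone 1, and with the length trend removed 2.

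With DESeq2 on all 14 libraries, all 20 counts moved. It called 1866, 3443, 2615, 1794, 897 and 433 DEGs in the 6 treatments, 1413 between the paclobutrazol doses, 92 between the B9 doses, 480 between the mannitol doses, and 1093 between 8 mg/L paclobutrazol and 8 mg/L B9. The 2 doses shared 607, 750 and 135 upregulated DEGs for paclobutrazol, B9 and mannitol, and 269, 557 and 52 downregulated ones. Downregulated in all 4 paclobutrazol and B9 treatments were 72, in the set of 3 treatments 125, in 8 mg/L paclobutrazol alone 1261 and in 8 mg/L B9 alone 93. In simulated counts this fit called 47 unchanged genes beside 159 of the 200 changed ones.

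With DESeq2 on only the 4 libraries compared, the treatments other than 6 mg/L paclobutrazol had 3926, 3132, 2809, 1132 and 815 DEGs, with 244 between the B9 doses, 844 between the mannitol doses and 1505 between 8 mg/L paclobutrazol and 8 mg/L B9. The doses shared 995 upregulated DEGs for B9 and 168 for mannitol, and 178, 918 and 129 downregulated ones for the 3 chemicals. The sets of 4 and of 3 treatments held 62 and 396, and those of 8 mg/L paclobutrazol and 8 mg/L B9 alone 1059 and 140. Of the genes called in the fit of all libraries, this fit kept 61.5% for 6 mg/L paclobutrazol and from 96.1% to 100% for the other treatments.

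With edgeR on those 4 libraries, 6 mg/L paclobutrazol had 0 DEGs (1690 at an unadjusted p under 0.05 and the same fold), and the other treatments 3665, 2717, 2380, 1 and 271. Between the doses it called 0 for paclobutrazol (1273 unadjusted) and 0 for B9 (629 unadjusted), and 700 between 8 mg/L paclobutrazol and 8 mg/L B9. The doses shared 0, 804 and 0 upregulated and 0, 727 and 0 downregulated DEGs for the 3 chemicals, the 4 treatments 0 and the 3 treatments 362, while 8 mg/L paclobutrazol alone had 1108 and 8 mg/L B9 alone 151.

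With DESeq2's size factors in edgeR, 64 DEGs at 2.5 g/L mannitol were the only count to move. With library size alone, mannitol had 118 and 10 DEGs, the doses shared 140 upregulated DEGs for paclobutrazol and 0 for mannitol, and 110 and 3 downregulated ones, and the 4 treatments shared 9. This scaling moved the median log2 fold change of all genes to -0.16 at 6 mg/L and -0.14 at 8 mg/L paclobutrazol and to -0.18 at 15 g/L mannitol, and the median between the mannitol doses to -0.13. The share of upregulated DEGs went from 60.1% to 40.9% and from 48.1% to 30.1% for the paclobutrazol doses, from 65.9% to 55.1% for 8 mg/L B9, and from 63.6% to 38.1% and from 40.0% to 10.0% for mannitol.

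Without a filter on low counts, 2.5 g/L mannitol had 62 DEGs and the B9 doses differed in 2 genes. With a mean of at least 50 counts, 2.5 g/L mannitol had 84 DEGs, and the mannitol doses shared 2 upregulated and 2 downregulated. With the adjusted p alone, the 4 treatments shared 9 downregulated genes.

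With a replicate block, 8 mg/L B9 had 125 DEGs and mannitol 25 and 0 (1041 at an unadjusted p under 0.05 and the same fold), the B9 doses differed in 4 genes and the paclobutrazol doses in 221. The doses shared 154, 75 and 0 upregulated DEGs for the 3 chemicals, 33 downregulated for B9 and 0 for mannitol. The sets of 4 and 3 treatments held 1 and 11, and that of 8 mg/L B9 alone 6. The 4 effects of named genes at 15 g/L mannitol were not called with the block. The samples share only a number. The correlation of deviations from the group means between libraries of the same number was 0.35, 0.39 and 0.25 between the 2 doses of paclobutrazol, B9 and mannitol, from -0.09 to 0.12 between CK and the treatments, and from -0.29 to 0.24 between treatments with different chemicals. The numbers are thus not shown to pair the plants across all conditions, or with CK, while a factor shared by number within a chemical is not excluded.

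With the trend with gene length removed from each library, 2.5 g/L mannitol had 140 DEGs, the paclobutrazol doses differed in 519 genes, and 8 mg/L paclobutrazol and 8 mg/L B9 in 462. The B9 doses shared 145 downregulated DEGs, the sets of 4 and 3 treatments held 11 and 34, and that of 8 mg/L B9 alone 25.

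In the fit of 12 libraries, which leaves out 6 mg/L paclobutrazol, 8 mg/L paclobutrazol had 3746 DEGs, B9 2957 and 2438, and mannitol 590 and 231. The B9 doses differed in 2 genes, the mannitol doses in 178, and 8 mg/L paclobutrazol and 8 mg/L B9 in 1236. The biological coefficient of variation was 25.8% in this fit, against 32.2% with all libraries and 32.4% to 33.6% without each of the other 5 treatments in turn, so the spread of the 6 mg/L paclobutrazol libraries may account for the change to 590 and 231 genes. Whether this spread accounts for all of the change stays open. EdgeR on the 4 libraries of each mannitol comparison, also without that pair, called 1 and 271. That fit cannot decide it, since it has fewer libraries to estimate the spread from.

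Each library left out in turn leaves 1 in an arm, so called genes were only counted by whether they kept a log2 fold change beyond 1 in the same direction. Across 4 such fits per comparison, this held for 664 to 777 genes of 6 mg/L paclobutrazol, with the lowest number without its replicate 2, for 1410 to 1529 of 8 mg/L paclobutrazol, 1244 to 1286 of 6 mg/L B9 and 288 to 304 of 8 mg/L B9, and for all 11 and all 5 of mannitol. Between doses it held for 266 to 278 genes of paclobutrazol and for the 1 gene of B9, and for 291 to 298 between 8 mg/L paclobutrazol and 8 mg/L B9. For named genes, the log2 fold change was set against its value with all libraries. Of 96 such values, 94 moved by no more than the combined spread of the replicates.

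Cluster sizes moved with their settings. With the 5000 most variable genes, which are fewer by construction, B9 had 826 genes in the cluster nearest to both declines and 486 in the progressive rise, mannitol 973 with the lowest mean at 2.5 g/L and 830 in the progressive decline, and paclobutrazol 694 in the equal and 1048 in the progressive decline. With 4 clusters, which are larger by construction, B9 had 5129 genes in the cluster nearest to both declines and 4265 in the rise, and mannitol 4536 in the progressive decline. On the linear scale and with the filter at 50 counts all sizes stayed within 1.5 times.

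The tests of gene lists and of the genes of Figure 3B, planned with their alternatives, were not run, since no product names were at hand. Depth limits LOC116187053, whose counts of 0 and 1 give only lower bounds of its fold change.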

Differences from the paper's values

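Of 30 values that the paper gives for measures also computed here, 24 differed by more than 1.5 times. Of the alternatives set before the data were examined, DESeq2 on only the 4 libraries compared had a value within 1.5 times of the paper's for all 24 values that do not concern clusters, and equal to it for 9 of the 19 stated in the text. The others are named where they reached the paper's value.

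For 8 mg/L paclobutrazol, the paper's counts are 3917 DEGs, 1844 up- and 2073 downregulated, against 1578, 759 and 819 here. DESeq2 gave 3926, 1847 and 2079 on the 4 libraries and 3443, 1574 and 1869 on 14, and edgeR on the 4 libraries 3665, 1643 and 2022. The fit of 12 libraries, chosen after seeing the values, gave 3746, 1722 and 2024. The other alternatives left the gap open.

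For 6 mg/L B9, the paper's counts are 3132 DEGs and 1726 downregulated, against 1311 and 721 here. DESeq2 gave 3132 and 1726 on the 4 libraries and 2615 and 1463 on 14, edgeR on the 4 libraries 2717 and 1525, and the fit of 12 libraries, chosen after seeing the values, 2957 and 1623. For 8 mg/L B9, the paper's counts are 2793 and 1410, against 308 and 105. DESeq2 on the 4 libraries gave 2809 and 1416, edgeR on the 4 libraries 2380 and 1243, and the fit of 12 libraries, chosen after seeing the values, 2438 and 1146. DESeq2 on 14 libraries did not close this gap, with 1794 and 808.

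For 2.5 g/L mannitol, the paper's counts are 1132 DEGs, 451 up- and 681 downregulated, against 11, 7 and 4 here. DESeq2 gave 1132, 451 and 681 on the 4 libraries and 897, 391 and 506 on 14. For 15 g/L mannitol, the paper's counts are 815, 381 and 434, against 5, 2 and 3. Among the alternatives, DESeq2 on the 4 libraries alone reached these, with 815, 381 and 434.

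The paper's number of downregulated DEGs shared by both paclobutrazol doses is 176, against 72 here, and of the alternatives DESeq2 on the 4 libraries alone closed the gap, with 178. For the genes downregulated under all 4 paclobutrazol and B9 treatments the paper's number is 62, against 5, and DESeq2 gave 62 on the 4 libraries and 72 on 14. For 8 mg/L paclobutrazol with both B9 doses it is 395, against 19, and DESeq2 on the 4 libraries gave 396 and edgeR on the 4 libraries 362.

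Some of the paper's values are given only in figures. The B9 doses shared about 910 downregulated and about 990 upregulated DEGs in Supplementary Figure 5, read by eye, against 82 and 179 here. DESeq2 on the 4 libraries gave 918 and 995 and edgeR on the 4 libraries 727 and 804, while DESeq2 on 14 libraries closed the gap only for the upregulated ones, with 750. The mannitol doses shared about 170 upregulated DEGs in Supplementary Figure 7, read by eye, against 1, and DESeq2 gave 168 on the 4 libraries and 135 on 14. Downregulated under 8 mg/L paclobutrazol alone were about 1100 genes in Figure 4, read by eye, against 677. This gap was closed by DESeq2 on the 4 libraries (1059) and on 14 (1261), by edgeR on the 4 libraries (1108), by library size alone (1004), by the filter at a mean of 50 counts (816) and by the adjusted p alone (871). Under 8 mg/L B9 alone they were about 140 in Figure 4, read by eye, against 15, with 140 for DESeq2 and 151 for edgeR on the 4 libraries.

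The cluster of paclobutrazol with an equal decline has about 5400 genes in Supplementary Figure 4, read by eye, against 3124 here. That of B9 with a progressive rise has about 4500 in Supplementary Figure 6, read by eye, against 2279, and that of mannitol with a progressive decline about 4900 in Figure 5C, read by eye, against 2828. With 4 clusters in place of 6 the sizes were 3860, 4265 and 4536, and the 3 gaps closed. None of the other alternatives for the clusters closed them.

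The paper describes paclobutrazol genes that fell to a similar level at both doses. The centre of the nearest cluster here lies at 1.02 in CK, -0.90 at 6 mg/L and -0.11 at 8 mg/L. This cluster was also the nearest to a lowest mean at 6 mg/L. With the filter at 50 counts, on the linear scale and with the 5000 most variable genes, different clusters were nearest to the 2 patterns. The paper describes growth genes as more suppressed at 8 than at 6 mg/L B9. Here 1 gene was called between the doses, LOC116187053, which was lower at 8 mg/L (at least 110-fold lower than CK), and with DESeq2 on the 4 libraries of the 2 doses 48 genes were lower and 196 higher at 8 mg/L. The paper describes processes that were lower at 15 than at 2.5 g/L mannitol and others that were lower at 2.5 g/L. Here no gene was called between these doses (1227 with the same fold and an unadjusted p under 0.05), and DESeq2 on the 4 libraries called 296 lower and 548 higher at 15 g/L.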

Other observations

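In this part, the tests on the fit of 12 libraries, on an untreated plant, on genes with counts near 0 in some plants and on inherited differences were chosen after the result was seen, as was the use of the median draw for the mannitol DEGs. The reading of the test on neighbouring genes with the same libraries on was made more cautious after the value was seen. The tests that removed the trend with gene length were also added after seeing the data.

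The libraries of 6 mg/L paclobutrazol were apart from each other, with a Pearson correlation of 0.904 across genes. A difference in depth is argued against by the correlation after thinning every library to the smallest total, 0.904 against at least 0.959 for the other 6 pairs. A few abundant genes are argued against by the correlation without the 200 genes with the most counts, 0.899 against at least 0.956, and the trend with gene length by the correlation after its removal, 0.916 against at least 0.957. Genes on in some plants and off in others part the pair in 9 cases, fewer than the 11 of 6 mg/L B9, whose libraries correlate at 0.965. These genes are few and were chosen by their values, so an inherited difference between the 2 plants cannot be told apart from other causes of their distance. Replicate 1 lay near the CK and mannitol libraries on the first principal component, though not on the third, and a replicate 1 from a plant without treatment was examined as an explanation. It is argued against by the distance from CK: 3156 genes were apart by over 1 on the log2 scale between replicate 1 and the nearer CK library, and 4278 for the other, against at most 2297 between the plants of the other 6 pairs. The genes at which both libraries of 6 mg/L paclobutrazol lay beyond all other 12 decide nothing. They were 1223, but 3 of the 84 pairs of libraries from 2 conditions had more. These were replicate 2 of both paclobutrazol doses (3534), replicate 1 of 6 mg/L paclobutrazol with replicate 2 of 2.5 g/L mannitol (1934), and the same library with replicate 1 of CK (1419). An uneven response of the 2 plants to the treatment stays open.

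The change from CK fell with gene length in the libraries of 8 mg/L paclobutrazol and 8 mg/L B9. Depth is argued against by the median Spearman's rho after thinning, -0.29 against -0.11 for the lowest CK library. Long non-coding RNA genes fell with length in the same way as protein-coding genes under 8 mg/L paclobutrazol (mean rho -0.29 against -0.32), which is consistent with a loss of long molecules in some libraries. A change in the expression of long genes with the treatment stays open, since both libraries of each of these treatments show the trend. Under 6 mg/L paclobutrazol the replicates part, with a rho of 0.09 in replicate 1 and -0.33 in replicate 2, so the trend does not go with treatment in every plant. The trend is not the whole cause of the DEGs: with it removed, 984 of 1578 DEGs of 8 mg/L paclobutrazol and 261 of 308 of 8 mg/L B9 were called again in the same direction.

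The mannitol DEGs were few in the fit of all libraries, with 16 calls over both doses. In the fit without the libraries of 6 mg/L paclobutrazol there were 821 calls, and all 16 were kept, which suggests that the spread of these 2 libraries raised the shared estimate, with a biological coefficient of variation of 32.2% against 25.8% without them. Whether the spread is the only cause stays open. EdgeR on the 4 libraries of each comparison called 1 gene at 2.5 g/L and 271 at 15 g/L. This fit cannot decide it, since it has fewer libraries to estimate the spread from. The mannitol DEGs of DESeq2 on 4 libraries are not explained by chance alone: simulated unchanged groups gave a median of 136.5 calls over both doses, and at most 196 in 10 draws, against 1947. By the largest draw, chance would account for somewhat more of the calls, though far from all.

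Shared CK libraries give overlaps without any effect. For the downregulated DEGs of both paclobutrazol doses, the largest overlap of simulated unchanged groups was 98 against 72 observed. For those of all 4 treatments it was 14 against 5. These 2 overlaps thus do not exceed those of ranked lists without change. Almost none of the genes in the simulated lists passed the thresholds. The lists therefore cannot tell whether the shared CK libraries gave these 2 overlaps of DEGs. For the B9 doses the largest simulated overlap was 43 against 82, and the largest simulated correlation was 0.50 against 0.68 for 8 mg/L paclobutrazol with 8 mg/L B9, so shared CK libraries are not the whole cause of these. A response common to the treatments stays open for all of these.

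Standardizing 3 condition means gives clusters of the same shapes without any effect. The progressive decline held a median of 3252 genes in simulated unchanged groups, against 4182 for paclobutrazol. Its shape and most of its size may thus come from the standardization, while the observed size lies above the largest simulated one of 3361. The middle value for paclobutrazol averages the 2 plants of 6 mg/L, which disagree, so the intermediate step can also come from this average.

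Replicate 1 of 2.5 g/L mannitol had 116248 counts of ribosomal RNA genes in a total of 23320753, against 15238 of 22882715 in replicate 2 and at most 54197 in the other libraries. Between the 2 libraries, 2288 genes without them and 2297 with them were apart by over 1 on the log2 scale. Only 11 of these genes were tested, too few to move this number, so a part of them in the distance of the pair cannot be told apart from other causes. No biological explanation was tested.

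Neighbouring DEGs of 8 mg/L paclobutrazol with the same direction formed 79 pairs, against a median of 64 and at most 90 in 1000 random orders of the tested genes, so chance position may account for them.

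Genes on in some plants and off in others were sought as a set with at most 3 counts in some libraries and at least 30 in all others, with at least 2 libraries on each side. This definition, which gave 14 genes, was chosen after a wider one had been tried. A treatment effect is argued against for the set by 12 genes that part the 2 plants of at least 1 condition, and depth by the share of pairs of an off and an on library in which the off library had the larger total, 41.8%. The replicates went together in 2 genes. They were LOC116187053, at least 79-fold lower than CK in 6 mg/L paclobutrazol and at least 110-fold lower in 8 mg/L B9, and LOC116199769, with 38 and 77 counts in 8 mg/L paclobutrazol and at most 3 elsewhere, which was chosen after its values were seen. An inherited difference between plants may underlie the set. It cannot be told apart from others, since the set had only 1 pair of close neighbours, which had the same libraries on (1 pair, and up to 1 in random placements).

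Across genes, the log2 fold changes of 6 mg/L paclobutrazol had a Pearson correlation of 0.54 with those of 2.5 g/L mannitol and of 0.30 with those of 15 g/L mannitol, and the changes of 8 mg/L paclobutrazol of 0.42 and 0.39. Simulated unchanged groups gave a median of 0.49 for all 4 pairs and at most 0.51, so 1 pair lay above them and 3 below the median. The changes of 6 and 8 mg/L B9 had correlations of 0.65 and 0.58 with those of 2.5 g/L mannitol and of 0.52 and 0.53 with those of 15 g/L mannitol, and the 2 mannitol doses of 0.55 with each other, each above its simulated maximum of 0.51 or 0.52. By the share of genes with the same sign, none of these 9 pairs lay above the simulated medians of 66.5% to 66.7%: it was 62.2% for 6 mg/L paclobutrazol with 2.5 g/L mannitol, and from 54.8% to 66.1% over all 9. The 2 measures thus part, and no explanation was tested.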
